# Mitofusins regulate lipid metabolism to mediate the development of lung fibrosis

**DOI:** 10.1038/s41467-019-11327-1

**Published:** 2019-07-29

**Authors:** Kuei-Pin Chung, Chia-Lang Hsu, Li-Chao Fan, Ziling Huang, Divya Bhatia, Yi-Jung Chen, Shu Hisata, Soo Jung Cho, Kiichi Nakahira, Mitsuru Imamura, Mary E. Choi, Chong-Jen Yu, Suzanne M. Cloonan, Augustine M. K. Choi

**Keywords:** Mitochondria, Respiratory tract diseases, Lipids

## Abstract

Accumulating evidence illustrates a fundamental role for mitochondria in lung alveolar type 2 epithelial cell (AEC2) dysfunction in the pathogenesis of idiopathic pulmonary fibrosis. However, the role of mitochondrial fusion in AEC2 function and lung fibrosis development remains unknown. Here we report that the absence of the mitochondrial fusion proteins mitofusin1 (MFN1) and mitofusin2 (MFN2) in murine AEC2 cells leads to morbidity and mortality associated with spontaneous lung fibrosis. We uncover a crucial role for MFN1 and MFN2 in the production of surfactant lipids with MFN1 and MFN2 regulating the synthesis of phospholipids and cholesterol in AEC2 cells. Loss of MFN1, MFN2 or inhibiting lipid synthesis via fatty acid synthase deficiency in AEC2 cells exacerbates bleomycin-induced lung fibrosis. We propose a tenet that mitochondrial fusion and lipid metabolism are tightly linked to regulate AEC2 cell injury and subsequent fibrotic remodeling in the lung.

## Abstract (web summary)

Mitochondria of alveolar type 2 epithelial cells (AEC2) in the lung have been suggested to play a role in the development of idiopathic pulmonary fibrosis (IPF). Here the authors show that loss of mitofusin1 and mitofusin2 in murine AEC2 cells leads to the development of lung fibrosis through the regulation of surfactant lipids.

## Introduction

Alveoli, the basic units for gaseous exchange in the lung, are composed of alveolar type 1 (AEC1) and alveolar type 2 (AEC2) epithelial cells, capillary networks, and interstitial matrix. Although AEC2 cells cover only 5% of the alveolar surface area, they are highly specialized, metabolically active cells that have a high density of sub-cellular organelles^1^. Importantly, AEC2 cells are the main progenitor cells in the alveoli, differentiating into AEC1 cells for alveolar repair, and proliferating for self-renewal^2,3^. AEC2 cells primarily function to secrete lung surfactant, a surface-active lipoprotein complex containing ~90% lipid, predominantly composed of phospholipids, particularly dipalmitoylphosphatidylcholine, pamitoyl-myristoyl-phosphatidylcholine, and phosphatidylglycerol^4,5^, along with cholesterol. Lung surfactant reduces the surface tension, preventing the alveoli from collapsing, as well as playing a critical role in immune regulation^5,6^. Lipid synthesis is essential for the production of key phospholipid components of surfactant^4,5^, and lipid metabolism relies on proper mitochondrial function^7^, along with appropriate interactions between mitochondria and endoplasmic reticulum (ER) contact sites^8^. However, little is known about the functional role of mitochondrial-dependent lipid metabolism in surfactant producing AEC2 cells.

Mitochondria form an interconnected intracellular network, altering size and shape via processes of fission and fusion which are tightly regulated to meet cellular metabolic demands^9,10^. Mitofusins, comprising mitofusin 1 (MFN1) and mitofusin 2 (MFN2), are GTPase proteins that orchestrate outer mitochondrial membrane fusion^11^. Mitochondrial fusion is required for oxidative phosphorylation, mitochondrial DNA (mtDNA) biogenesis, mitophagy regulation, and metabolic adaptation^11–14^. Global deletion of murine *Mfn1* or *Mfn2* results in embryonic lethality^11^ and alteration of murine mitofusins in specialized cells of the heart, brain and muscle leads to cardiac and neuromuscular diseases^12,13,15,16^.

Emerging evidence has demonstrated that mitochondrial damage is evident in AEC2 cells in the lungs of patients with idiopathic pulmonary fibrosis (IPF)^17,18^. IPF is a progressive and devastating lung disease with a median survival of 3–5 years associated with excessive matrix deposition in the lungs and destruction of the alveolar structure^19^. AEC2 cells from patients with IPF have enlarged and swollen mitochondria^17,18^, and higher *MFN2* mRNA expression when compared to healthy controls^20^, suggesting that mitochondrial fusion may be perturbed in these patients. However, the association between mitochondrial fission and fusion in AEC2 cells and the development of lung fibrosis remain unknown.

In this study, we evaluated the role of mitofusins in AEC2 cells. By selectively deleting MFN1 and MFN2 in murine AEC2 cells, we reveal that AEC2 cells require mitofusins for their specialized function of surfactant lipid regulation. Using high throughput targeted lipidomic analyses in combination with transcriptomic profiling, we demonstrate that MFN1 and MFN2 are crucial for regulating lipid metabolism in response to mitochondrial damage in AEC2 cells. Importantly, deletion of *Mfn1* or *Mfn2* in murine AEC2 cells promotes experimental lung fibrosis and simultaneous deletion of *Mfn1/2* in AEC2 cells not only impairs basal surfactant phospholipid and cholesterol metabolism but also leads to the development of spontaneous lung fibrosis. Transcriptomic profiling with functional enrichment analyses suggests that the impaired surfactant lipid production in *Mfn1*- or *Mfn2*-deficient AEC2 cells may be related to imbalanced regulation of purine and lipid metabolism, both of which share common upstream substrates, including glycolytic derivatives. Collectively, we provide a pathogenic mechanism linking mitochondrial damage, impaired surfactant lipid synthesis in AEC2 cells and the development of lung fibrosis.

## Results

### Altered mitochondrial shape in AEC2 cells after bleomycin

Little is known about the role of mitochondrial dynamics in AEC2 cells or in the pathogenesis of IPF. Intra-tracheal administration of bleomycin, which induces nuclear and mitochondrial DNA strand breaks and mitochondrial respiratory chain dysfunction^21^, reproducibly induces lung fibrosis in mice and is widely used to explore the mechanisms of lung fibrosis. Transcriptomic studies in AEC2 cells from IPF lungs revealed altered genes related to mitochondrial regulation, including *MFN2* upregulation^20^. In this study, we investigated whether in vivo bleomycin administration induces similar transcriptomic responses in murine AEC2 cells. To isolate AEC2 cell populations, we generated a unique AEC2 cell reporter mouse by crossing *Sftpc*^*CreERT2*+/+^ mice with *ROSA26*^tdTomato+/+^ mice, creating mice with tamoxifen-inducible tdTomato florescence in AEC2 cells (*Sftpc*^CreERT2+/−^*ROSA26*^tdTomato+/−^, referred to as control^tdTomato-AEC2^) (Fig. 1a)^22^. Five days after bleomycin treatment AEC2 cells were isolated for RNA next-generation sequencing (RNA-seq) utilizing flow cytometric cell sorting of tdTomato positive cells (Supplementary Fig. 1a). 

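RNA-seq data were used from tdTomato-positive AEC2 cells of 4 mice given PBS and 4 mice given bleomycin, all of the control genotype, sorted 5 days after instillation and sequenced on the same lane. The authors aligned the reads to mm9 with TopHat and estimated transcript abundance with Cufflinks, and the deposited values are FPKM per RefSeq gene. Read counts were not used here, so depth was estimated from the FPKM and the transcript lengths. It was 27.6 to 33.5 M fragments per library after PBS (median 32.8) and 28.7 to 36.2 M after bleomycin (median 32.7). The values were analysed as log2(FPKM + 1) with limma, in a fit of all 30 libraries of the study with a mean for each of the 8 groups. A gene was called with an adjusted p under 0.001 and a fold change over 1.2, the thresholds the paper gives for this comparison. FPKM values are given as mean ± SD and log2 changes with the standard error of the fit, and positions are those of mm9.

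Of 19507 genes above 0 FPKM in at least 1 library, 3513 were called, 2599 of them higher and 914 lower after bleomycin. The bleomycin and PBS libraries did not overlap in 3494 of the called genes. Among 11583 genes with a mean of at least 1 FPKM, 5602 (48.4%) were without overlap, where chance gives 2.86%. Of the 35 ways to split the 8 libraries into groups of 4, only the real split gave a count as large, and the largest count of another split was 1. Leaving out each library in turn gave 2916 to 3338 called genes.

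The share of higher genes depended on scaling. It was 74.0% on the deposited values, 51.7% after scaling the libraries to a common median and 49.5% after quantile normalization, because the median log2 change of all genes with a mean of at least 1 FPKM was 0.10. Of the settings with the same thresholds, a fit of these 8 libraries alone moved the count most, to 2028, since fewer libraries then estimate the variance. The largest rises were in *Cldn4* (NM_009903, chromosome 5, 135420993–135422804), from 2.13 ± 0.447 to 102 ± 17.6 FPKM, *Sprr1a* (NM_009264, chromosome 3, 92287876–92289803), with a log2 change of 4.72 ± 0.31, and *Ifi27l2a* (NM_029803, chromosome 12, 104680377–104681890), with 3.98 ± 0.38. The largest falls were in *Pon1* (NM_011134, chromosome 6, 5118090–5143946), with −3.67 ± 0.29, *Hes2* (NM_008236, chromosome 4, 151532976–151536578), with −2.35 ± 0.19, and *Gkn3* (NM_026860, chromosome 6, 87333313–87338929), with −2.10 ± 0.27.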

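The GO and KEGG databases were not used here, and 34 gene lists taken from the paper or written by hand were tested instead with camera at its preset correlation of 0.01. Where a list holds genes the paper names for a comparison, the paper picked them on these same libraries. Calls of such lists there are not independent evidence. Over the 34 lists and 11 comparisons, 181 of 374 tests were called, 118 of them also by fry and 42 also by camera with the correlation estimated from the data. Random regroupings of the libraries gave a median of 105 and at most 167 called tests. They mixed PBS with bleomycin libraries and the genotypes, so real differences enter them and they do not test these calls. As only 42 of the 181 calls held with the estimated correlation, a call at the preset correlation alone is weak evidence.

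After bleomycin, 77 of 84 subunits of oxidative phosphorylation were higher, with a median log2 change of 0.41, and 47 were called higher and 2 lower. Camera gave an adjusted p = 3.30e-10 and fry an adjusted p = 1.88e-06, but the estimated correlation gave an adjusted p = 0.462. Of 75 mitochondrial ribosomal protein genes, 31 were called higher and 1 lower. Of 148 genes of purine metabolism, 25 were called higher and 10 lower (56 and 19 when adjusted over the list alone), and the median log2 change of 0.11 became 0.00 after median scaling or quantile normalization. Camera did not call this list (adjusted p = 0.682), whereas fry did (adjusted p = 3.50e-04).

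Of 15 targets of p53, all were higher and 12 were called, with a median log2 change of 1.89 (camera adjusted p = 1.84e-12, and 0.0210 with the estimated correlation). All 15 markers of damage-associated transitional cells were called higher, with a median log2 change of 2.21. Protein transport, RNA transport and autophagy as whole categories were not analysed here.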

Functional enrichment analyses of differential transcripts between AEC2 cells isolated from mice treated with bleomycin and AEC2 cells from controls identified several significantly altered mitochondrial and metabolic cellular pathways, including mitochondrial organization, apoptotic signaling, nucleotide metabolic process, regulation of protein transport, RNA transport, and autophagy (Fig. 1b and Supplementary Fig. 2e). Examination of genes included in the mitochondrial organization annotation revealed the upregulation of genes involved in mitochondrial dynamic regulation (such as *Mfn1*, *Mfn2*, *Dnm1l*, and *March5*) mitochondrial apoptotic control (such as *Bcl2l1*, *Mcl1*, *Bax*, *Bid*, and *Bak1*), and mitochondrial oxidative phosphorylation (such as *Ndufb6*, *Ndufs6* and *Ndufa12* for complex I, *Sdhd* for complex II, *Cyc1*, *Cycs*, *Uqcrb*, and *Uqcrq* for complex III, and *Cox5a*, *Cox5b*, *Cox6a1* and *Cox7c* for complex IV) (Fig. 1c, d and Supplementary Data 1), while there was downregulation of genes involved in mitophagy (*Pink1*, *Bnip3*, and *Atg13*) (Fig. 1e). This data highlighted similar transcriptomic responses between murine AEC2 cells after bleomycin treatment and human AEC2 cells from IPF lungs^17,20^.

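Among the genes of mitochondrial dynamics, *Mfn1* (NM_024200, chromosome 3, 32428404–32478147) rose from 10.7 ± 0.317 to 13.1 ± 0.492 FPKM (n = 4 mice per group), a log2 change of 0.26 ± 0.05 with an adjusted p = 1.90e-04. *Mfn2* (NM_133201, chromosome 4, 147247704–147278928) rose from 12.7 ± 0.249 to 17.1 ± 0.522 FPKM (log2 change 0.40 ± 0.06, adjusted p = 7.68e-06). *Dnm1l* (NM_001025947, NM_001276341, NR_075074, NM_001276340, NM_152816, chromosome 16, 16312321–16359124) rose from 18.5 ± 1.75 to 26.8 ± 1.84 FPKM (log2 change 0.52 ± 0.06, adjusted p = 1.70e-07). *March5* (NM_027314, NM_001164336, NM_001164337, chromosome 19, 37282035–37298947) rose from 34.9 ± 3.44 to 66.4 ± 4.00 FPKM (log2 change 0.91 ± 0.09, adjusted p = 3.53e-08). The bleomycin and PBS values of each of these genes did not overlap (exact permutation test, p = 0.0286 each, the smallest that 4 mice against 4 allow). The call of *Mfn1* was the least stable. It was lost after median scaling (log2 change 0.15), after quantile normalization and with a pseudocount of 0.01. Its change is close to the minimum of 1.2-fold and fell under it with sample weights and without PBS library 806, PBS library 812, bleomycin library 801 (log2 change 0.24) or bleomycin library 809. In every fit without 1 library its log2 change stayed between 0.24 and 0.28. Camera called the 4 genes as a list (adjusted p = 0.00458), as did fry, but not with the estimated correlation (adjusted p = 0.0936).

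Of the genes of apoptotic control, *Bax* (NM_007527, chromosome 7, 52717065–52722268) rose by a log2 change of 1.89 ± 0.12 (adjusted p = 3.69e-11). *Bcl2l1* (NM_009743, chromosome 2, 152606404–152657418) rose from 43.1 ± 4.35 to 100.0 ± 11.2 FPKM (log2 change 1.19 ± 0.10, adjusted p = 2.67e-09). *Bak1* (NM_007523, chromosome 17, 27156757–27165571) rose from 8.37 ± 0.950 to 19.9 ± 2.01 FPKM (log2 change 1.15 ± 0.09, adjusted p = 6.54e-10). *Mcl1* (NM_008562, chromosome 3, 95462643–95467101) rose from 88.5 ± 4.14 to 145 ± 16.7 FPKM (log2 change 0.70 ± 0.13, adjusted p = 1.13e-04). *Bid* (NM_007544, chromosome 6, 120843137–120866838) rose from 1.47 ± 0.119 to 2.69 ± 0.389 FPKM (log2 change 0.58 ± 0.11, adjusted p = 1.20e-04). The list had a camera adjusted p = 2.08e-04, which held with fry and with the estimated correlation (adjusted p = 0.0310). The call of *Mcl1* was lost after quantile normalization, and those of *Dnm1l* and *Bid* in a fit of these 8 libraries alone.

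All 12 genes that the paper names as higher for the respiratory chain were called higher. The smallest log2 change was in *Sdhd* (NM_025848, chromosome 9, 50404445–50411954), with 0.39 ± 0.06. The largest was in *Ndufb6* (NM_001033305, chromosome 4, 40217696–40226401), with 0.92 ± 0.06. Between these were *Ndufs6* (0.47), *Ndufa12* (0.51), *Cyc1* (0.46), *Cycs* (0.82), *Uqcrb* (0.42), *Uqcrq* (0.83), *Cox5a* (0.75), *Cox5b* (0.74), *Cox6a1* (0.54) and *Cox7c* (0.49). Camera (adjusted p = 7.72e-08) and fry called the list, and the estimated correlation did not (adjusted p = 0.147). The paper picked these genes on the same libraries, so the calls and the list test are not independent evidence. The same holds for the lists of dynamics and apoptosis above. Quantile normalization lost the calls of *Ndufs6*, *Sdhd*, *Cyc1*, *Uqcrb* and *Cox7c*, with the same direction.

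Of the mitophagy genes, *Pink1* (NM_026880, chromosome 4, 137869325–137882211) fell from 55.9 ± 4.63 to 38.1 ± 2.74 FPKM (log2 change −0.54 ± 0.07, adjusted p = 2.78e-06). *Bnip3* (NM_009760, chromosome 7, 146082519–146101189) fell from 72.8 ± 6.59 to 43.9 ± 3.88 FPKM (log2 change −0.72 ± 0.10, adjusted p = 5.71e-06). *Atg13* (NM_145528, chromosome 2, 91514769–91550749) fell from 24.5 ± 0.714 to 19.8 ± 0.996 FPKM (log2 change −0.30 ± 0.06, adjusted p = 1.62e-04), and its call was lost without bleomycin library 808 (adjusted p = 0.00118).

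**Figure D1:**
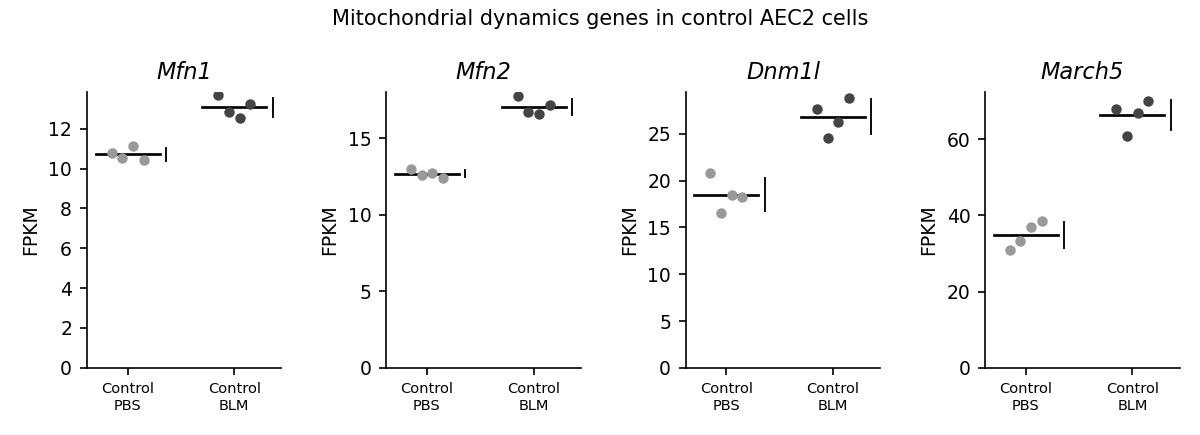
FPKM of *Mfn1*, *Mfn2*, *Dnm1l* and *March5* in sorted control AEC2 cells, in PBS and bleomycin libraries, with 1 point per library, a horizontal bar at the mean and a vertical line for the SD (n = 4 per group). The libraries of the groups do not overlap for any of the 4 genes.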

**Fig. 1:**
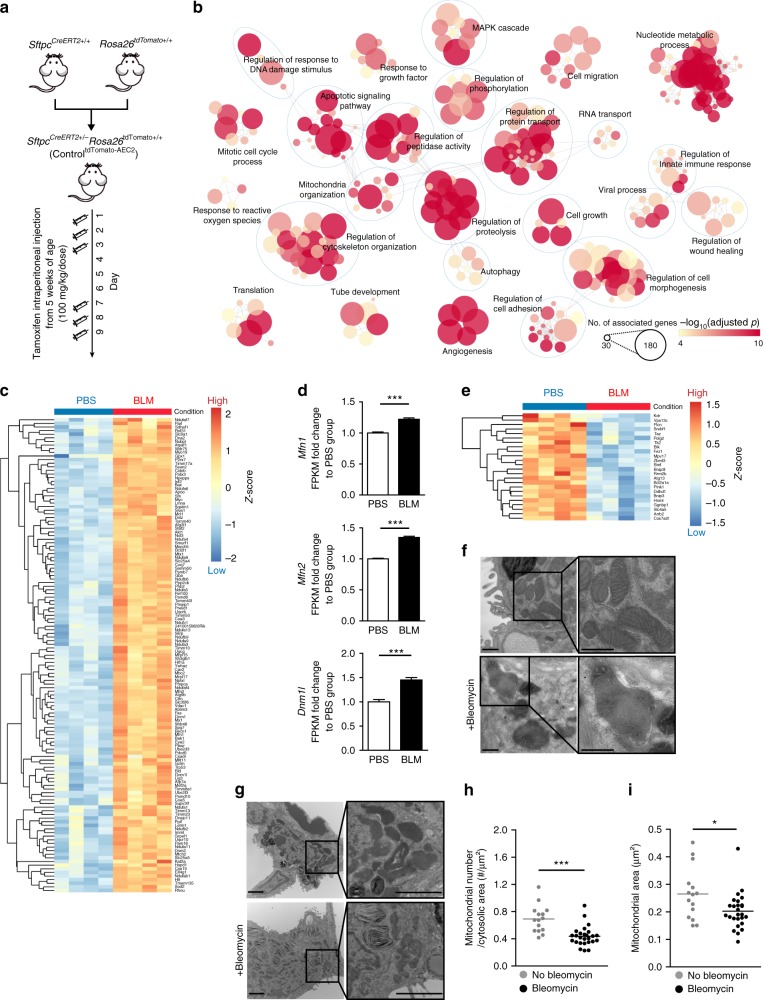
Altered mitochondrial dynamics in murine AEC2 cells in bleomycin-induced lung fibrosis. **a** Schema demonstrating the generation of mice with tamoxifen-inducible tdTomato labeling in AEC2 cells; tdTomato reporter mice (*Rosa26*^tdTomato+/+^) were crossed with *Sftpc*^CreERT2+/+^ mice. **b** A functional enrichment map generated using genes differently expressed between AEC2 cells with and those without bleomycin treatment, using the threshold of an adjusted *p* < 0.001 and a fold change >1.2. **c** Heatmap showing upregulated genes under the annotation mitochondrial organization (GO:0007005) in AEC2 cells treated with bleomycin (BLM), compared to those treated with PBS. **d** Expression of *Mfn1*, *Mfn2* and *Dnm1l* mRNA in AEC2 cells 5 days after PBS (*n* = 4 mice) or BLM (*n* = 4 mice) treatment. For each gene, the fold change of FPKM is calculated relative to the PBS group. The data are presented as mean±s.e.m. (NS, not significant; ***adjusted *p* < 0.001 vs. PBS group). **e** A heatmap showing downregulated genes under the annotation mitochondrial organization (GO:0007005) in AEC2 cells treated with bleomycin, compared to those treated with PBS. **f** Representative TEM images (50,000X) showing mitochondrial damage in AEC2 cells from *Sftpc*^CreERT2+/−^ mice before and after bleomycin treatment (scale bar 500 nm). **g**-**i** Representative TEM images (12,000X; scale bar 2 μm) (**g**) and corresponding quantification of mitochondrial number per μm^2^ of cytosolic area (**h**) and mitochondrial area (μm^2^) (**i**) in each AEC2 cell before and after bleomycin treatment. Each dot represents one AEC2 cell and the line indicates mean (before bleomycin, *n* = 15 AEC2 cells from 3 mice; after bleomycin, *n* = 26 AEC2 cells from 2 mice; *p < 0.05, ***p < 0.001, vs. no bleomycin treatment by unpaired Student’s *t* test). Source data (**c**, **d**) are provided as a Source Data file

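As a ratio to the mean of the PBS group, FPKM after bleomycin was 1.22 ± 0.0459 for *Mfn1*, 1.34 ± 0.0411 for *Mfn2* and 1.45 ± 0.0997 for *Dnm1l* (mean ± SD, n = 4). The corresponding ratios were 3.81 ± 0.348 for *Bax*, 0.681 ± 0.0489 for *Pink1* and 0.602 ± 0.0533 for *Bnip3*.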

We next examined mitochondrial ultrastructural changes in AEC2 cells in the murine model of bleomycin-induced lung fibrosis through transmission electron microscopy (TEM). AEC2 cells of mice exposed to bleomycin (8 days post treatment) showed swollen mitochondria with disrupted cristae (Fig. 1f and Supplementary Fig. 2a), which, when compared to the controls, had significantly decreased mitochondrial number (Fig. 1h) and area (Fig. 1g, i and Supplementary Fig. 2b). Immunoblotting showed decreased OPA1 (for optic atrophy 1) protein levels with no change in DRP1 (for dynamin-1-like protein), MFN1 or MFN2 expression in AEC2 cells 8 days post bleomycin exposure (Supplementary Fig. 2c, d). Collectively, the data suggested that bleomycin alters mitochondrial dynamics, leading to mitochondrial fragmentation, and also alters the expression of several genes related to mitochondrial regulation in AEC2 cells.

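From the transcript changes after bleomycin, together with the imaging of mitochondria, the paper proposes that bleomycin alters mitochondrial dynamics. Only the expression of the genes was analysed here. The genes of fusion and of fission rose together, *Mfn2* by a log2 change whose range without each library was 0.38 to 0.41 and *Dnm1l* by one of 0.47 to 0.57. In the libraries of the *Mfn1* deletion, bleomycin changed *Dnm1l* by 0.54 ± 0.06 on the log2 scale, and in those of the *Mfn2* deletion by 0.45 ± 0.06. *March5* changed by 0.76 ± 0.09 and 0.84 ± 0.09.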

### Loss of *Mfn1* or *Mfn2* in AEC2 cells promotes lung fibrosis

To elucidate the precise function of MFN1 and MFN2 in AEC2 cells, we conditionally deleted *Mfn1* and *Mfn2* genes in murine AEC2 cells. Specifically, genetically modified mice harboring *Mfn1* or *Mfn2* flanked by two *loxP* sites were crossed with *Sftpc*^*CreERT2+/+*^ mice (Fig. 2a)^12^. AEC2 cells were isolated from murine lungs, through CD45-negative selection and subsequent EpCAM-positive selection (Supplementary Fig. 1b-e)^23^. Tamoxifen treatment resulted in the selective deletion of *Mfn1* and *Mfn2* genes in AEC2 cells (*Mfn1*^loxP/loxP^*Sftpc*^CreERT2+/−^ (*Mfn1*^iΔAEC2^) and *Mfn2*^loxP/loxP^*Sftpc*^CreERT2+/−^ (*Mfn2*^iΔAEC2^) mice respectively)^24^, as confirmed by genotyping (Fig. 2b) and immunoblotting (Fig. 2c). To access for potential off-target toxicity by CreERT2, heterozygous *Sftpc*^CreERT2+/−^ transgenic mice were used as controls.

**Fig. 2:**
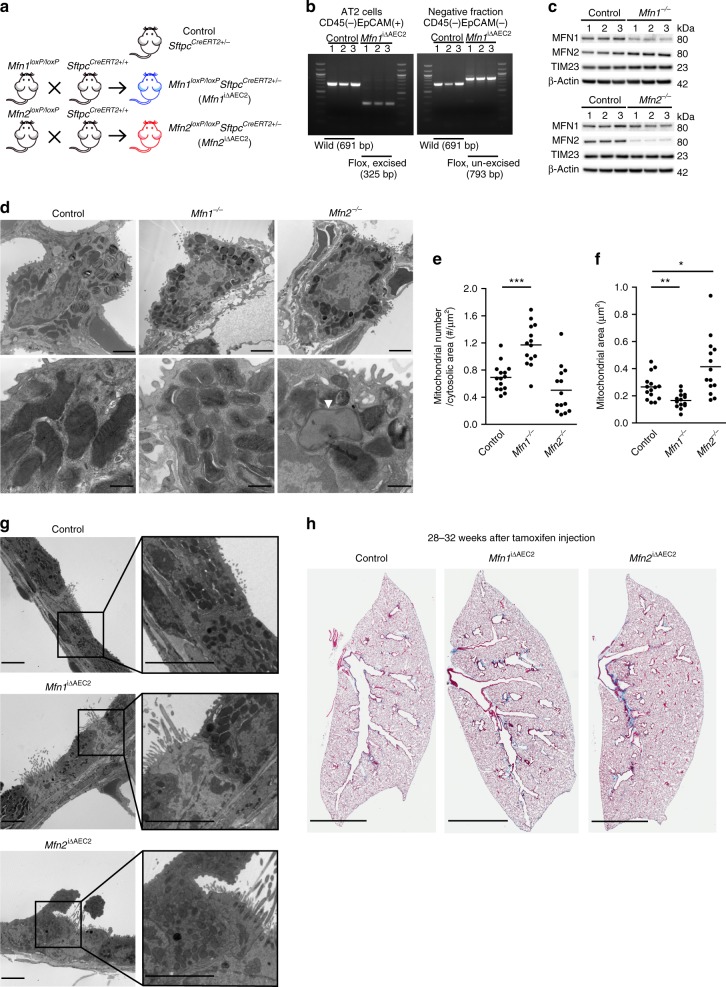
Mice with AEC2 cell-specific deletion of *Mfn1* or *Mfn2*. **a** Schema demonstrating the generation of AEC2 cell-specific mice deficient in *Mfn1* or *Mfn2* using a tamoxifen-inducible *Sftpc*-promoter driven CreERT2. *Sftpc*^CreERT2+/−^ mice were used as controls. **b** Genotyping of DNA extracted from CD45(−)EpCAM(+) cells and CD45(-)EpCAM(−) cells isolated from control and *Mfn1*^iΔAEC2^ mice 6 weeks after tamoxifen injection (*n* = 3 mice per group). **c** Representative immunoblots of AEC2 cell lysates obtained 3 weeks after tamoxifen-induced deletion, showing decreased protein levels of MFN1 or MFN2 in the respective knockout cells (*n* = 3 mice per group). **d** Representative TEM images (upper row, ×12,000, scale bar 2 μm; lower row, ×50,000, scale bar 500 nm) show mitochondrial ultrastructural changes in *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells (*n* = 3 mice per group) with disrupted cristae marked with white arrowheads. **e**, **f** Quantification of (**d**); mitochondrial number per μm^2^ of cytosolic area (**e**) and mitochondrial area (μm^2^) (**f**) in each AEC2 cell, using TEM images (×12,000). Each dot represents one AEC2 cell, and the line indicates mean (control AEC2 cells *n* = 15, *Mfn1*^−/−^ AEC2 cells *n* = 14; *Mfn2*^*−/−*^ AEC2 cells *n* = 14, from a total of 3 mice per group; *p < 0.05, **p < 0.01, ***p < 0.001, vs. control by unpaired Student’s *t* test). **g** Representative TEM images (×5000) of the bronchial epithelium in control (*Sftpc*^CreERT2+/−^), *Mfn1*^iΔAEC2^ and *Mfn2*^iΔAEC2^ mice (*n* = 3 mice per group; scale bar 5 μm). **h** Representative Masson’s trichrome-stained sections (×100 magnification) of murine left lung at 28–32 weeks post tamoxifen-induced deletion (control mice, *n* = 20; *Mfn1*^iΔAEC2^ mice, *n* = 10; *Mfn2*^iΔAEC2^ mice, *n* = 9; scale bar 3 mm). Source data (**c**, **e**, **f**) are provided as a Source Data file

Given the pivotal role for MFN1 and MFN2 in regulating mitochondrial fusion, we first evaluated mitochondrial ultrastructural changes in *Mfn1*^*−/−*^ and *Mfn2*^*−/−*^ AEC2 cells. TEM analysis confirmed that at baseline *Mfn1*^*−/−*^ AEC2 cells displayed fragmented mitochondria with decreased mitochondrial area, increased mitochondrial number, but normal cristae (Fig. 2d-f and Supplementary Fig. 3b). In contrast, abnormally enlarged mitochondria with irregular and disrupted cristae were seen in the *Mfn2*^*−/−*^ AEC2 cells (Supplementary Fig. 3a). These mitochondrial morphological changes were restricted to AEC2 cells and were not observed in other lung cells, such as bronchial epithelial cells (Fig. 2g). To confirm the above findings, we depleted MFN1 or MFN2 in the murine AEC2 cell line MLE 12 through shRNA lentiviral transduction (Supplementary Fig. 4a). Loss of MFN1 induced more mitochondrial fragmentation than loss of MFN2 in MLE 12 cells (Supplementary Fig. 4b). Depletion of MFN1 or MFN2 in the human AEC2 cell line A549 also altered mitochondrial morphology (Supplementary Fig. 4c, d). Ultrastructural examination further revealed the increased presence of abnormal mitochondria (swollen, irregular cristae) in MFN2-deficient MLE 12 cells (Supplementary Fig. 4e). We surmised that such morphological changes might be indicative of a failure of MFN2-deficient MLE 12 cells to activate mitophagy for mitochondrial quality control^14^. To verify the importance of MFN2 in mitophagy regulation, we generated a mitophagy reporter system using mtKeima fluorescent protein^25^. We found mitophagy induced by oligomycin and antimycin A^25^ was only mildly suppressed by MFN1 deficiency, but markedly suppressed by MFN2 deficiency in MLE 12 cells (Supplementary Fig. 4f). Collectively, these data show that loss of either MFN1 or MFN2 alters mitochondrial morphology and turnover in AEC2 cells.

Despite evidence of mitochondrial dysfunction, *Mfn1*^iΔAEC2^ and *Mfn2*^iΔAEC2^ mice continued to thrive at 28–32 weeks post tamoxifen treatment, without remarkable lung pathologies (Fig. 2h). To investigate whether deficiency of MFN1 or MFN2 in AEC2 cells altered the development of lung fibrosis after bleomycin treatment, *Mfn1*^iΔAEC2^ and *Mfn2*^iΔAEC2^ mice were instilled with bleomycin. TEM analysis showed that *Mfn1* or *Mfn2* deletion enhanced bleomycin-induced mitochondrial damage in AEC2 cells (Fig. 3a, b). After bleomycin treatment, compared to control AEC2 cells, *Mfn1*^−/−^ AEC2 cells showed decreased mitochondrial area and increased mitochondrial number, while *Mfn2*^−/−^ AEC2 cells showed increased mitochondrial area and decreased mitochondrial number (Fig. 3c–e and Supplementary Fig. 5a–f**)**. The data suggested that *Mfn1* deletion leads to excessive mitochondrial fragmentation, while *Mfn2* deletion leads to swollen mitochondria in AEC2 cells after bleomycin treatment. We also found that bleomycin treatment and deletion of *Mfn1* or *Mfn2* did not alter the amount of mtDNA present in AEC2 cells (Supplementary Fig. 5g)^13^.

**Fig. 3:**
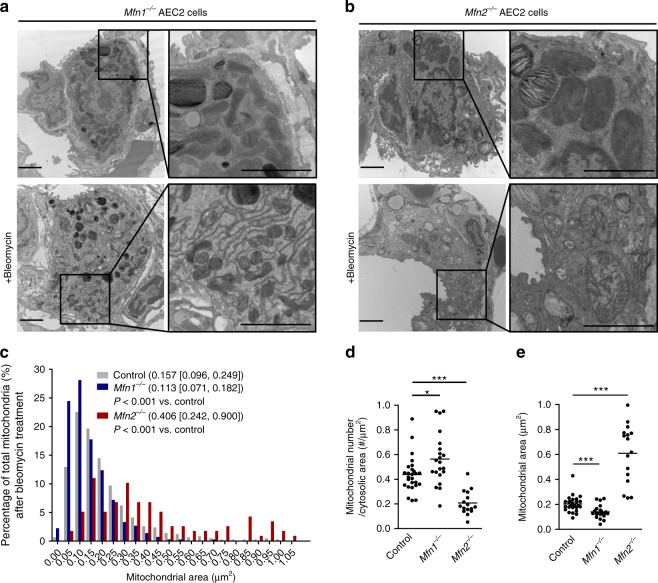
Mitofusin-deficient AEC2 cells susceptible to bleomycin-induced mitochondrial damage. **a**, **b** Representative TEM images (12,000X; scale bar 2 μm) in *Mfn1*^−/−^ (**a**) or *Mfn2*^−/−^ (**b**) AEC2 cells before (*n* = 3 mice) and after bleomycin treatment (*n* = 2 mice). **c**–**e** Quantification of mitochondria area of each mitochondrion (control *n* = 521 mitochondria, *Mfn1*^−/−^ *n* = 464 mitochondria, *Mfn2*^−/−^ *n* = 119 mitochondria; data presented as the median [interquartile range], and the comparison performed by Mann–Whitney *U* test) (**c**), and mitochondrial number per μm^2^ of cytosolic area (**d**) and mitochondrial area (μm^2^) (**e**) in each AEC2 cell (**d**, **e**, each dot represents one AEC2 cell; *p < 0.05, ***p < 0.001, vs. control by unpaired Student’s *t* test), using TEM images (12,000X) of control, *Mfn1*^−/−^ or *Mfn2*^−/−^ AEC2 cells 8 days after bleomycin treatment (control AEC2 cells *n* = 26, *Mfn1*^−/−^ AEC2 cells *n* = 21, *Mfn2*^−/−^ AEC2 cells *n* = 16, from 2 mice per group). Source data (**c**–**e**) are provided as a Source Data file

In the bleomycin model, weight loss occurs with disease progression and correlates with the severity of lung fibrosis^26^. We found, compared to control mice, both *Mfn1*^iΔAEC2^ and *Mfn2*^iΔAEC2^ mice demonstrated persistent weight loss (Fig. 4a) and increased mortality (Fig. 4b) after bleomycin exposure. Lungs from *Mfn1*^iΔAE2^ and *Mfn2*^iΔAE2^ mice also showed more intense Masson’s trichrome staining of fibrotic regions, along with increased immunohistochemical (IHC) staining for collagen III (Fig. 4c). Quantification of acid-soluble collagen showed that *Mfn1*^iΔAEC2^ and *Mfn2*^iΔAEC2^ mice, compared to the control, had more lung collagen deposition after bleomycin treatment (Fig. 4d). Compared to the control, *Mfn1*^iΔAEC2^ or *Mfn2*^iΔAEC2^ mice had similar protein levels in bronchoalveolar lavage fluid (BALF), and did not have increased inflammatory cell infiltrates after bleomycin treatment (Supplementary Fig. 6a–c).

**Fig. 4:**
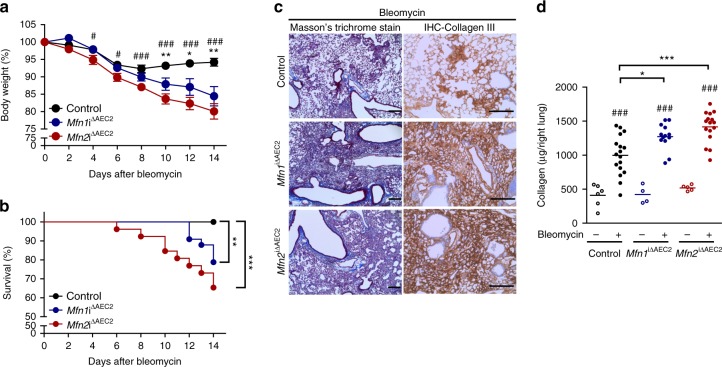
MFN1 or MFN2 deficiency in AEC2 cells promotes bleomycin-induced lung fibrosis. **a** Body weight changes of control (*n* = 18), *Mfn1*^iΔAEC2^ (*n* = 13) and *Mfn2*^iΔAEC2^ (*n* = 16) mice after bleomycin treatment. Data are mean±s.e.m. (results from 3 independent experiments; *Mfn1^iΔAEC2^ vs. control, ^#^*Mfn2*^iΔAEC2^ vs. control; * and ^#^, *p* < 0.05, ** and ^##^, *p* < 0.01, ^###^*p* < 0.001, by unpaired Student’s *t* test). **b** Kaplan–Meier survival curves of control (*n* = 32), *Mfn1*^iΔAEC2^ (*n* = 33) and *Mfn2*^iΔAEC2^ (*n* = 26) mice after bleomycin treatment (results from 3 independent experiments; **p < 0.01, ***p < 0.001, by log-rank test). **c** Masson’s trichrome staining (left panel, ×100 magnification, scale bar 200 μm) and IHC staining of collagen III (right panel, ×200 magnification, scale bar 200 μm) in lung sections of control, *Mfn1*^iΔAEC2^ and *Mfn2*^iΔAEC2^ mice14 days after bleomycin treatment (control mice *n* = 10, *Mfn1*^iΔAEC2^ mice *n* = 12, *Mfn2*^iΔAEC2^ mice *n* = 3). **d** Acid-soluble collagen levels in the right lung from control (PBS *n* = 6, bleomycin *n* = 17), *Mfn1*^iΔAEC2^ (PBS *n* = 4, bleomycin *n* = 13) and *Mfn2*^iΔAEC2^ (PBS *n* = 5, bleomycin *n* = 16) mice 14 days after PBS or bleomycin treatment, quantified by Sircol assay. The line indicates mean (^#^, bleomycin vs. PBS, * vs. control mice; *p < 0.05, *** and ^###^*p* < 0.001 by one-way ANOVA with post-hoc Bonferroni test). Source data (**a**, **b**, **d**) are provided as a Source Data file

### Loss of AEC2 cell *Mfn1/2* induces spontaneous lung fibrosis

Single-gene deletion of *Mfn1* or *Mfn2* in AEC2 cells exacerbated bleomycin-induced lung fibrosis, but at baseline did not cause any obvious lung pathology. We hypothesized that MFN1 and MFN2 may compensate for the loss of each other to maintain the basal function of AEC2 cells. We therefore generated mice in which both *Mfn1* and *Mfn2* were simultaneously deleted in AEC2 cells (*Mfn1*^*loxP/loxP*^*Mfn2*^*loxP/loxP*^*Sftpc*^*CreERT2+/+*^ (*Mfn1/2*^iΔAEC2^)) and confirmed by genotyping and immunoblotting (Fig. 5a-c). TEM analysis of mitochondrial ultrastructure showed loss of both *Mfn1/2* led to increased mitochondrial area (Supplementary Fig. 7a-c), decreased mtDNA copy number (Supplementary Fig. 7d)^13,16^, and considerable accumulation of abnormal mitochondria with disrupted cristae in AEC2 cells (Fig. 5d and Supplementary Fig. 7e). Strikingly, 36.4% of mice deficient in both *Mfn1* and *Mfn2* in AEC2 cells died by 16 weeks post tamoxifen treatment, with equal penetrance in both sexes (Fig. 5e). Morphological and pathological assessment of lung sections from surviving (~17 weeks post tamoxifen treatment) *Mfn1/2*^iΔAEC2^ mice revealed significant increases in Masson trichrome positive staining for collagen deposition, indicative of lung fibrosis (Fig. 5f). All the remaining surviving mice which displayed signs of respiratory distress (i.e. gasping) developed severe and widespread fibrosis involving both lungs. Such trichrome positive regions principally extended from the sub-pleural parenchyma, with no predilection toward right or left lungs, and the pattern of progression resembled those observed in human IPF^19^. IHC staining of the fibrotic zone showed strong positivity for several fibrotic markers, including vimentin, α-smooth muscle actin, and collagen III (Fig. 5g). Immunofluorescent staining of *Mfn1/2*^iΔAEC2^ murine lungs also demonstrated increased localization of ER-TR7 positive fibroblastic aggregates (Fig. 5h), which were surrounded by AEC2 cells (Supplementary Fig. 8), possibly indicative of more fibrosis^27^. Morphological features of fibrosis or distinct fibroblastic aggregations were not observed in the lungs of *Mfn1*^iΔAEC2^, *Mfn2*^iΔAEC2^, *Sftpc*^*CreERT2*^^+/−^ or *Sftpc*^*CreERT2+/+*^ mice (Fig. 5i). Collectively, the above results show that *Mfn1/2*^iΔAEC2^ mice develop spontaneous lung fibrosis, which is associated with extensive mitochondrial damage in AEC2 cells.

**Fig. 5:**
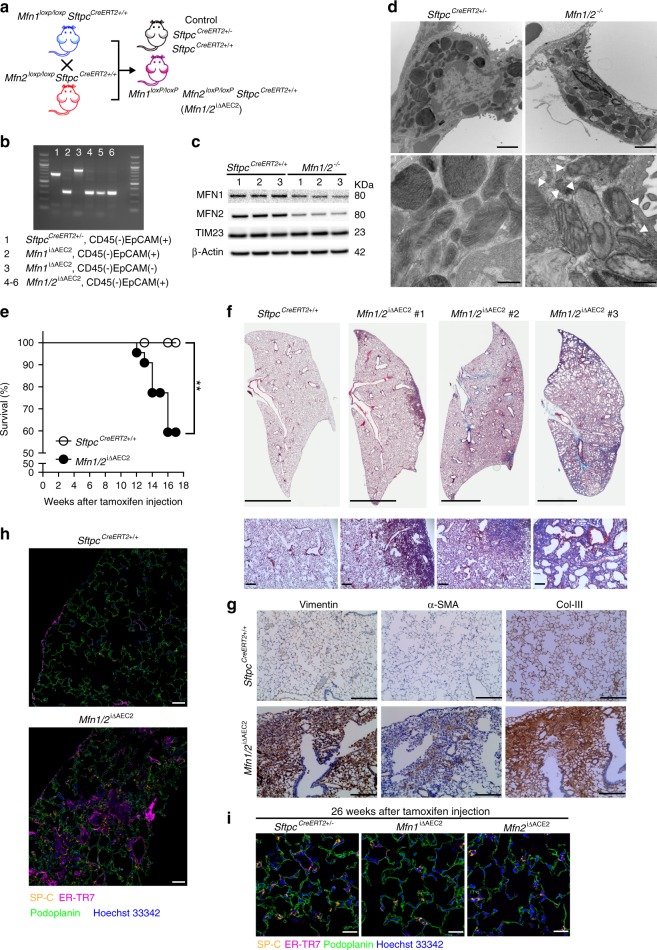
*Mfn1/2*^iΔAEC2^ mice develop spontaneous lung fibrosis. **a** Schema demonstrating the generation of mice with AEC2 cell-specific tamoxifen-inducible deletion of *Mfn1/2*. *Sftpc*^*CreERT2+/+*^ or *Sftpc*^*CreERT2*^^+/−^ mice were used as controls. **b** Genotyping of CD45(-)EpCAM(+) cells isolated from *Mfn1/2*^iΔAEC2^ mice (*n* = 3 mice; lane 1 to lane 3 serves as the positive control). **c** Representative immunoblots of AEC2 cell lysates obtained 6 weeks after tamoxifen-induced deletion, showing decreased protein levels of both MFN1 and MFN2 in the *Mfn1/2*^−/−^ AEC2 cells (*n* = 3 mice per group). **d** Representative TEM images (upper row, ×12,000; lower row, ×50,000) show mitochondrial ultrastructural changes in *Sftpc*^*CreERT2*^^+/−^ and *Mfn1/2*^−/−^ AEC2 cells (*n* = 3 mice per group) with disrupted cristae marked with white arrowheads (scale bar, upper row 2 μm, lower row 500 nm. **e** Kaplan–Meier survival curves of *Mfn1/2*^iΔAEC2^ (*n* = 22) and *Sftpc*^*CreERT2+/+*^ (*n* = 23) mice (*p* < 0.01 by log-rank test). **f** Representative Masson’s trichrome-stained lung sections (upper panel, ×100 magnification; lower panel, ×200 magnification) 17 weeks post tamoxifen-induced deletion (*Sftpc*^*CreERT2+/+*^ mice *n* = 6; *Mfn1/2*^iΔAEC2^ mice *n* = 11; scale bar, upper panel 4 mm, lower panel 200 μm). **g** Representative IHC staining of vimentin, alpha-smooth muscle actin (α-SMA), and collagen III (Col-III) (×200 magnification; *n* = 3 mice per group; scale bar 200 μm). **h** Representative immunofluorescent staining of 5x5 tiled confocal images (using ×40 objective) of frozen murine lung sections stained for podoplanin (green), surfactant protein-C (SP-C) (yellow), ER-TR7 (magenta), and Hoechst 33342 stain (blue) (*n* = 3 mice per group; scale bar 50 μm). **i** Representative immunofluorescence staining confocal images of podoplanin (green), SP-C (yellow), ER-TR7 (magenta) and Hoechst 33342 nuclear stain (blue) using lung sections of *Sftpc*^*CreERT2*^^+/−^, *Mfn1*^iΔAEC2^ and *Mfn2*^iΔAEC2^ mice (*n* = 2 mice per group; scale bar 20 μm). Source data (**c**, **e**) are provided as a Source Data file

### MFN1/2 regulate lipid metabolism in AEC2 cells

Deletion of either *Mfn1* or *Mfn2* in murine AEC2 cells aggravated bleomycin-induced lung fibrosis, while deletion of both induced spontaneous lung fibrosis. Given that both bleomycin and depletion of MFN1/2 can impair mitochondrial respiration through mtDNA damage^13,21^, we next examined whether mtDNA damage-associated mitochondrial bioenergetic failure^28^ in AEC2 cells can directly induce lung fibrosis. Mice with a mutation in mtDNA polymerase γ (*PolgA*^D257A/D257A^), the polymerase responsible for proofreading during mtDNA replication, display accumulation of mtDNA mutations and failure of mitochondrial bioenergetics, leading to premature aging and shortened lifespan^28,29^. We found that *PolgA*^D257A/D257A^ mice had increased swollen mitochondria in AEC2 cells (Supplementary Fig. 9), but did not demonstrate any pathological changes indicative of the development of spontaneous lung fibrosis, up to the age of 36–40 weeks. These findings indicate that the phenotype of lung fibrosis may be specific to *Mfn1/2*^iΔAEC2^ mice and independent to bioenergetic failure alone.

To assess AEC2 cell injury and proliferation in the bleomycin-induced lung fibrosis mouse model and to explore the biological processes affected in AEC2 cells after deletion of *Mfn1* or *Mfn2*, we generated *Mfn1*^*loxP/loxP*^*Sftpc*^*CreERT2*^^+/−^*ROSA26*^*tdTomato*^^+/−^ (*Mfn1*^iΔAEC2/tdTomato-AEC2^) and *Mfn2*^*loxP/loxP*^*Sftpc*^*CreERT2*^^+/−^*ROSA26*^*tdTomato*^^+/−^ (*Mfn2*^iΔAEC2/tdTomato-AEC2^) mice (Supplementary Fig. 10a), and performed transcriptomic profiling in *Mfn1-* and *Mfn2*-deficient AEC2 cells. 

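The transcriptomes of AEC2 cells without *Mfn1* or *Mfn2* came from 16 libraries of sorted tdTomato-positive cells, 4 for each deletion after PBS and 4 after bleomycin, taken 5 days after instillation. They were compared with the 4 PBS and 4 bleomycin libraries of the control genotype in the same limma fit. The authors made the deposited FPKM in the same way for all libraries. Depth was 27.0 to 31.1 M fragments in the *Mfn1* deletion after PBS (median 29.4) and 31.4 to 33.1 M after bleomycin (median 31.6). In the *Mfn2* deletion it was 29.8 to 36.5 M after PBS (median 31.8) and 29.6 to 37.3 M after bleomycin (median 32.6). A gene was called with an adjusted p under 0.05 and no minimum fold change, as the paper does for these comparisons.

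The control libraries were all sequenced on lane 1, those of the *Mfn1* deletion on lane 2 except library 813 on lane 1, and those of the *Mfn2* deletion on lane 3 except libraries 831 and 832 on lane 2. Genotype and lane can therefore be separated only through these 3 libraries. With lane as a covariate, 11 of 121 called genes with a mean of at least 1 FPKM stayed called in the *Mfn1* deletion after PBS and 117 of 1940 in the *Mfn2* deletion. After bleomycin, 6 of 300 and 111 of 1737 stayed called. The direction was kept in 100%, 92.2%, 97.7% and 95.4% of the called genes of these 4 comparisons. The median standard error grew by a factor of 1.60 to 2.12.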

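Transcripts of the targeted genes were reduced in each deletion. In the *Mfn1* deletion, *Mfn1* was 3.65 ± 0.153 FPKM after PBS, 34.0% of control (log2 change −1.34 ± 0.05, adjusted p = 1.57e-14). After bleomycin it was 3.85 ± 0.361 FPKM, 29.4% of control (log2 change −1.54 ± 0.05, adjusted p = 6.26e-16). *Mfn2* in the same libraries changed by −0.02 ± 0.06 and 0.00 ± 0.06 on the log2 scale. In *Mfn2*-deficient cells, *Mfn2* was 4.99 ± 0.0608 FPKM after PBS, 39.3% of control (log2 change −1.19 ± 0.06, adjusted p = 6.76e-13). After bleomycin it was 5.66 ± 0.790 FPKM, 33.2% of control (log2 change −1.45 ± 0.06, adjusted p = 4.15e-14). *Mfn1* in these libraries changed by 0.06 ± 0.05 and 0.05 ± 0.05. The values of each targeted gene did not overlap those of its control group (exact permutation test, p = 0.0286 each, n = 4). FPKM covers the whole transcript, so reads outside the deleted exons still count. The excised exons themselves were not analysed here.

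**Figure D2:**
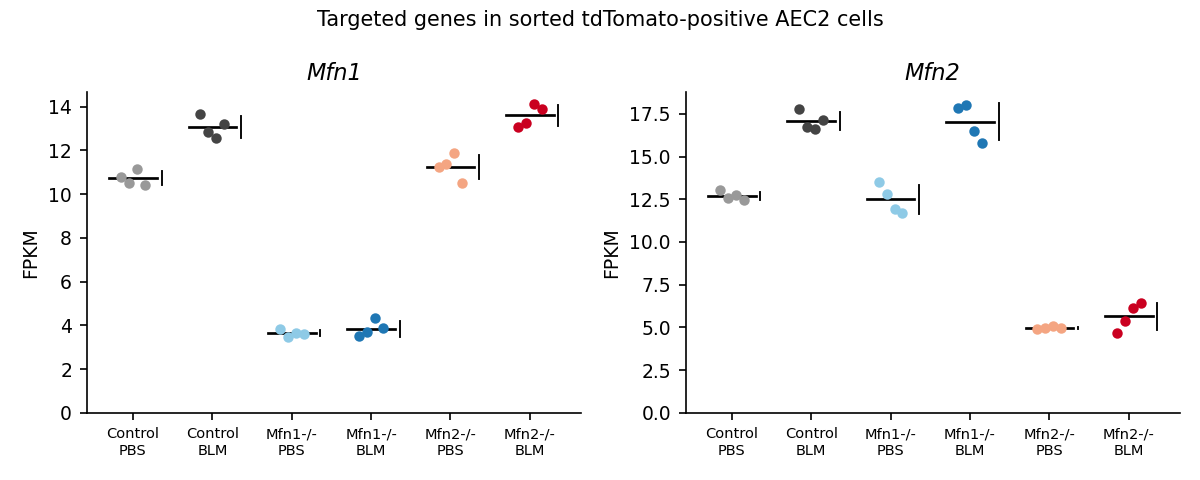
FPKM of *Mfn1* and *Mfn2* in the 6 groups of sorted AEC2 cells, with 1 point per library, a horizontal bar at the mean and a vertical line for the SD (n = 4 per group). Each gene is low only in the groups in which it was deleted.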

The generation of these mice allowed for tamoxifen-inducible tdTomato fluorescent labeling in *Mfn1-* and *Mfn2*-deficient AEC2 cells^24^, and was confirmed by demonstrating excision of the floxed allele after tamoxifen injection (Supplementary Fig. 10b, c). In the bleomycin-induced lung fibrosis model, we did not observe that *Mfn1*^−/−^ or *Mfn2*^−/−^ AEC2 cells had significantly increased cell death 5 days after bleomycin administration (Supplementary Fig. 11a–d). 

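*Mki67* (NM_001081117, chromosome 7, 142881471–142908062) rose from 2.72 ± 1.50 to 3.93 ± 1.99 FPKM in control AEC2 cells (log2 change 0.38 ± 0.32, adjusted p = 0.364, exact permutation p = 0.371, n = 4). With bleomycin it changed by 0.66 ± 0.32 in the *Mfn1* deletion (adjusted p = 0.0932) and by 0.15 ± 0.32 in the *Mfn2* deletion (adjusted p = 0.747). After bleomycin, the *Mfn1* deletion had 2.76 ± 1.48 FPKM, a log2 difference from control of −0.39 ± 0.32 (adjusted p = 0.541). The *Mfn2* deletion had 1.68 ± 0.454 FPKM, a difference of −0.79 ± 0.32 (adjusted p = 0.120, exact permutation p = 0.0857). This last result depended on control library 801, without which the difference was −1.08 and was called (adjusted p = 0.0258). The values varied widely between mice, so 4 mice per group would miss a moderate change. Of 8 genes of proliferation, 8 were higher after bleomycin in controls with 1 called, and camera gave an adjusted p = 0.507. The list was lower in the *Mfn2* deletion after bleomycin, with a median log2 change of −0.67 (camera adjusted p = 0.00215, fry adjusted p = 0.0872, and 0.481 with the estimated correlation).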

The expression levels of the proliferative marker *Mki67* (RNA-Seq data) in AEC2 cells did not significantly increase (Supplementary Fig. 11e), and was not significantly different between controls and *Mfn1*^iΔAEC2^ and *Mfn2*^iΔAEC2^ mice 5 days after bleomycin exposure (Supplementary Data 3). We further observed minimal Ki67 positive nuclear staining in tdTomato-positive AEC2 cells, 10 days after bleomycin treatment (Supplementary Fig. 11f).

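After PBS, 180 genes were called in the *Mfn1* deletion (73 higher, 107 lower) and 2348 in the *Mfn2* deletion (1803 higher, 545 lower). Groups without overlap made up 6.55% and 21.4% of the genes with a mean of at least 1 FPKM, against 2.86% by chance. The real split gave the largest count of the 35 splits in each deletion, and the largest of the others was 9 and 2. The counts ranged over 83 to 207 and 1739 to 2270 without 1 library, the lowest of each without control library 804. Lane moved them most, to 18 and 161, with the same order. The share of higher genes in the *Mfn2* deletion was 76.8%, but 29.2% after median scaling and 53.9% after quantile normalization. In *Mfn1*-deficient cells it was 40.6%, 43.0% and 50.4%.

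Compared directly with each other after PBS, a comparison added after the results were seen, the deletions differed in 1893 genes, 1504 of them higher in the *Mfn2* deletion. The median size of the log2 change of the called genes was 0.51 in the *Mfn1* deletion and 0.33 in the *Mfn2* deletion, although a gene needs a larger change to be called where few are called. The largest rises in the *Mfn2* deletion were in *Atf5* (NR_033136, NM_030693, chromosome 7, 52067626–52072028), *Mthfd2* (NM_008638, chromosome 6, 83255698–83267598) and *Adm2* (NM_182928, chromosome 15, 89153403–89155161), the last by 3.11 ± 0.16 on the log2 scale. Its largest falls were in *Myh6* (NM_001164171, NM_010856, chromosome 14, 55560758–55585444, log2 change −2.67 ± 0.40), *Slc7a8* (NM_016972, chromosome 14, 55341052–55400723, log2 change −2.65 ± 0.42) and *Serinc2* (NM_001253386, NM_172702, chromosome 4, 129930741–129952830, log2 change −2.32 ± 0.46). In the *Mfn1* deletion the largest rises were in *C920025E04Rik* (NM_001271005, chromosome 17, 36245975–36248621, log2 change 3.98 ± 0.46), *Rnaset2a* (NM_001083938, chromosome 17, 8321463–8340653, log2 change 3.43 ± 0.64) and *H2-DMb2* (NM_010388, chromosome 17, 34282361–34288040, log2 change 3.18 ± 0.41), and *Limch1* (NM_001001980, NM_001256122, chromosome 5, 67137079–67448398) fell by 2.59.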

Transcriptomic profiling at baseline showed *Mfn2* deletion, compared to *Mfn1* deletion, resulted in more robust changes in gene expressions in AEC2 cells (Supplementary Fig. 10d and Supplementary Data 2). Specifically, *Mfn2*^−/−^ AEC2 cells, but not *Mfn1*^−/−^ AEC2 cells, activated genes involved in ATF5-mediated mitochondrial unfolded protein responses (UPR^MT^) (*Atf5*, *Lonp1*, *Clpp*, and *Hspa9*), ATF4-mediated stress pathways (*Atf4*, *Ddit3*, *Asns*, *Chac1*, *Pck2*, and *Trib3*), along with genes involved in de novo serine/glycine synthesis pathways (*Phgdh*, *Psat1*, *Shmt2*) (Supplementary Fig. 10e)^30,31^. 

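For the *Mfn2* deletion after PBS, *Atf5* rose from 16.2 ± 1.45 to 196 ± 38.4 FPKM (log2 change 3.50 ± 0.14, adjusted p = 2.13e-14). *Hspa9* (NM_010481, chromosome 18, 35097069–35114005) rose from 63.8 ± 6.13 to 111 ± 10.1 FPKM (log2 change 0.79 ± 0.07, adjusted p = 3.13e-08). *Lonp1* (NM_028782, chromosome 17, 56753722–56766326) rose from 20.5 ± 1.59 to 28.1 ± 2.12 FPKM (log2 change 0.44 ± 0.06, adjusted p = 2.92e-05). *Clpp* (NM_017393, chromosome 17, 57129687–57135794) rose from 20.8 ± 1.40 to 26.9 ± 2.57 FPKM (log2 change 0.36 ± 0.07, adjusted p = 0.00208). Camera called these genes as a list (adjusted p = 4.13e-10), and fry and the estimated correlation called it too (adjusted p = 0.00385 with the latter). The paper names these genes for this comparison, so the list test is not independent evidence. The same holds for the ATF4 and serine lists below.

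Of the ATF4 pathway, *Chac1* (NM_026929, chromosome 2, 119176978–119180062) rose from 1.07 ± 0.231 to 14.0 ± 3.41 FPKM (log2 change 2.83 ± 0.14, adjusted p = 9.92e-13). *Trib3* (NM_175093, chromosome 2, 152163161–152169796) rose from 5.58 ± 1.23 to 34.1 ± 7.01 FPKM (log2 change 2.41 ± 0.14, adjusted p = 1.05e-11). *Asns* (NM_012055, chromosome 6, 7625171–7643182) rose from 10.3 ± 0.295 to 55.1 ± 11.6 FPKM (log2 change 2.29 ± 0.10, adjusted p = 1.26e-13). *Ddit3* (NM_007837, chromosome 10, 126727849–126733344) rose from 12.8 ± 1.55 to 39.4 ± 6.93 FPKM (log2 change 1.54 ± 0.13, adjusted p = 1.06e-08). *Atf4* (NM_009716, chromosome 15, 80085614–80087971) rose from 110.1 ± 14.3 to 166 ± 12.5 FPKM (log2 change 0.60 ± 0.14, adjusted p = 0.00644). *Pck2* (NM_028994, chromosome 14, 56159103–56168854) rose from 11.9 ± 0.793 to 14.5 ± 0.903 FPKM (log2 change 0.26 ± 0.07, adjusted p = 0.0136), the smallest change of the list. The call of *Pck2* was lost after median scaling (adjusted p = 0.0562), after quantile normalization (adjusted p = 0.0787) and without control library 806 or deletion library 845. The list had a median log2 change of 1.92, with a camera adjusted p = 2.44e-15 and an adjusted p = 6.24e-04 with the estimated correlation.

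Of serine and glycine synthesis, *Phgdh* (NM_016966, chromosome 3, 98117094–98143892) rose from 2.68 ± 0.796 to 28.6 ± 4.95 FPKM (log2 change 3.02 ± 0.18, adjusted p = 1.42e-11). *Psat1* (NM_001205339, NM_177420, chromosome 19, 15979613–15999549) rose from 5.11 ± 0.594 to 14.8 ± 2.16 FPKM (log2 change 1.37 ± 0.12, adjusted p = 4.98e-08). *Shmt2* (NM_001252316, NM_028230, chromosome 10, 126954179–126959500) rose from 6.51 ± 0.656 to 15.6 ± 1.16 FPKM (log2 change 1.15 ± 0.07, adjusted p = 1.14e-10). *Shmt1* (NM_009171, chromosome 11, 60602399–60624767) changed by 0.35 ± 0.09 (adjusted p = 0.0141) and *Psph* (NM_133900, chromosome 5, 130271434–130293129) by 0.38 ± 0.13, which was not called (adjusted p = 0.0639). Leaving *Shmt1* and *Psph* aside, none of these 13 genes overlapped its controls (exact permutation test, p = 0.0286 each, n = 4).

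In *Mfn1*-deficient cells none of the 13 was called (2 at an unadjusted p under 0.05), with log2 changes of −0.41 to 0.19. The only called gene of the 3 lists was *Psph*, with 0.54 ± 0.13 (adjusted p = 0.0463). The direct comparison of the deletions called all of the 13 genes higher in the *Mfn2* deletion except *Clpp*, which differed by 0.21 ± 0.07 (adjusted p = 0.0737). For *Atf5* the difference was 3.60 ± 0.14, and for *Atf4* 0.49 ± 0.14.

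With lane in the model the calls of *Atf5*, *Hspa9*, *Ddit3*, *Asns*, *Chac1*, *Trib3*, *Phgdh* and *Shmt2* remained, and those of *Lonp1*, *Clpp*, *Atf4*, *Pck2* and *Psat1* were lost. With lane, the median of the mitochondrial list was 0.69 (0.61 without), and that of the ATF4 list was 1.73.

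**Figure D3:**
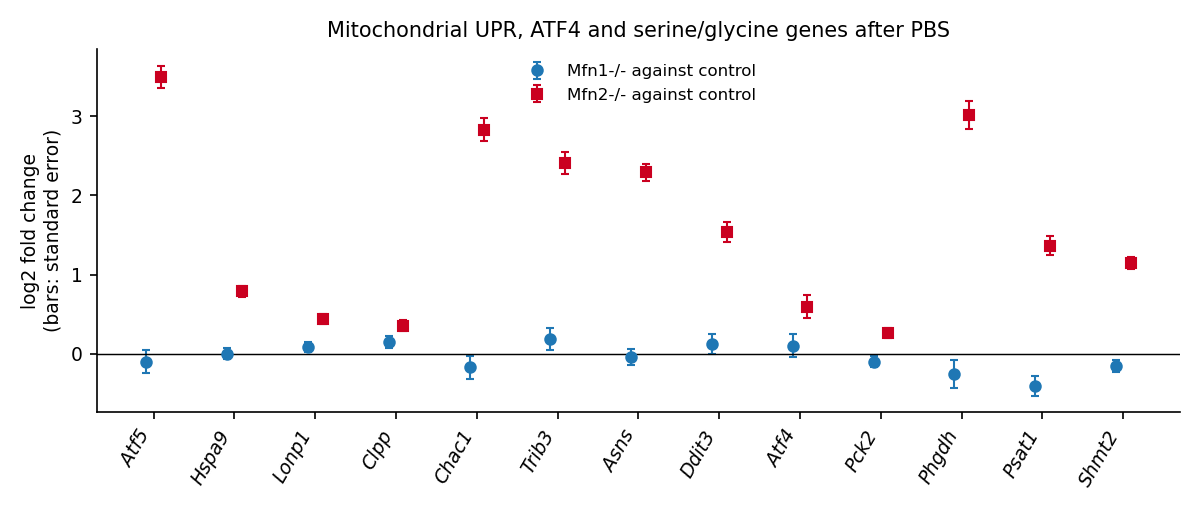
Log2 fold change against control after PBS, with standard error, of 13 genes of the mitochondrial unfolded protein response, the ATF4 pathway and serine and glycine synthesis, in the *Mfn1* and the *Mfn2* deletion (n = 4 mice per group). The changes in the *Mfn2* deletion are all above 0, and those in the *Mfn1* deletion lie around 0.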

Neither *Mfn1*^−/−^ or *Mfn2*^−/−^ AEC2 cells activated genes related to UPR^ER^, such as *Hspa5*, *Atf6*, *Pdia2*, *Ero1l*, *Xbp1*, *Hsp90b1*, and *Calr*. Furthermore, in addition to organelle fusion, the common metabolic biological processes revealed by functional enrichment analyses included lipid localization, nucleotide phosphate metabolic process, and alcohol metabolic process (Supplementary Fig. 10f).

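After PBS, *Hspa5* (NM_022310, NM_001163434, chromosome 2, 34627610–34632049) was 317 ± 47.8 FPKM in controls, and changed by 0.14 ± 0.12 in the *Mfn1* deletion and by −0.17 ± 0.12 in the *Mfn2* deletion. *Atf6* (NM_001081304, chromosome 1, 172634588–172797902) was 13.2 ± 1.05 FPKM in controls, and changed by 0.17 ± 0.07 in the *Mfn1* deletion and by 0.10 ± 0.07 in the *Mfn2* deletion. *Pdia2* (NM_001081070, chromosome 17, 26332944–26336032) was 0.165 ± 0.135 FPKM in controls, and changed by −0.09 ± 0.09 in the *Mfn1* deletion and by −0.04 ± 0.09 in the *Mfn2* deletion. *Ero1l* (NM_015774, chromosome 14, 45902762–45938247) was 18.3 ± 1.49 FPKM in controls, and changed by −0.03 ± 0.08 in the *Mfn1* deletion and by 0.17 ± 0.08 in the *Mfn2* deletion. *Xbp1* (NM_013842, NM_001271730, chromosome 11, 5420644–5425996) was 104 ± 7.65 FPKM in controls, and changed by 0.07 ± 0.09 in the *Mfn1* deletion and by 0.01 ± 0.09 in the *Mfn2* deletion. *Hsp90b1* (NM_011631, chromosome 10, 86153586–86168189) was 262 ± 22.8 FPKM in controls, and changed by −0.02 ± 0.08 in the *Mfn1* deletion and by −0.19 ± 0.08 in the *Mfn2* deletion. *Calr* (NM_007591, chromosome 8, 87365987–87370830) was 217 ± 23.6 FPKM in controls, and changed by 0.14 ± 0.09 in the *Mfn1* deletion and by −0.05 ± 0.09 in the *Mfn2* deletion. None of the 14 changes was called (n = 4 mice per group, 3 at an unadjusted p under 0.05), and the smallest adjusted p was 0.120. Camera did not call the list in the *Mfn1* deletion (adjusted p = 0.217) or in the *Mfn2* deletion (adjusted p = 0.469). In the *Mfn2* deletion, sample weights from limma called *Ero1l* higher (adjusted p = 0.0328) and median scaling called *Hsp90b1* lower (adjusted p = 0.0287).

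After bleomycin, genes of this list were called in the *Mfn2* deletion, and most of them fell. *Hspa5* changed by −0.63 ± 0.12, *Hsp90b1* by −0.47 ± 0.08, *Calr* by −0.40 ± 0.09, *Xbp1* by −0.38 ± 0.09 and *Ero1l* by 0.32 ± 0.08 (adjusted p = 7.61e-04, 1.54e-04, 0.00406, 0.00733 and 0.00719). Camera gave an adjusted p = 0.00825 for the list, fry called it as well, and the estimated correlation did not (adjusted p = 0.169). With lane as a covariate none of these calls remained.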

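After PBS, 88 genes were called in both deletions and 85 of these in the same direction, 29 higher and 56 lower. By chance 21.7 of all 19507 tested genes would be called in both (hypergeometric p = 3.17e-34 across genes, not independent of the shared controls, exact test). This count ignores that genes near 0 FPKM are seldom called, so it is too low. The 2 deletions share their 4 control libraries, which alone makes their changes correlate. The correlation over 11583 genes was 0.43. In 100 simulations of unchanged groups against a shared control it had a median of 0.50 and a maximum of 0.57. With the same numbers of top genes taken, the simulations gave a median of 95 common genes and at most 111. The simulated groups were unchanged, whereas the *Mfn2* deletion had many changes of its own, which enter the correlation and the top genes. These measures therefore cannot decide whether the resemblance exceeds what shared controls give. Of 100 regroupings of the libraries, all but the real one gave at most 32 called common genes. The simulations gave at most 0 genes called in both in the same direction, but unchanged groups call few genes, so this does not test the overlap. Whether the 85 exceed what shared controls give therefore stays open. The count was 40 without control library 804, and with lane as a covariate 9.

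Of 14 genes of fatty acid synthesis, 2 were among the common genes, both lower (Fisher exact test, adjusted p = 0.0488). Of 117 genes of purine metabolism there were 1 higher and 1 lower (adjusted p = 0.681, Fisher exact test). Lipid localization and alcohol metabolism as whole categories were not analysed here.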

In the bleomycin-induced lung fibrosis model, we found increased common genes which were regulated in both *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells (Fig. 6a and Supplementary Data 3). 

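After bleomycin, 484 genes were called in the *Mfn1* deletion (355 higher, 129 lower) and 2120 in the *Mfn2* deletion (1360 higher, 760 lower). The groups did not overlap in 13.6% and 21.9% of the genes with a mean of at least 1 FPKM. No other of the 35 splits gave as many calls, although in the *Mfn1* deletion another split reached 216. The count of the *Mfn1* deletion depended on single libraries. It was 206 without control library 808 and 869 without deletion library 814, and 10 with lane as a covariate. The share of higher genes in the *Mfn1* deletion was 73.3%, but 43.5% and 45.5% after median scaling and quantile normalization. In *Mfn2*-deficient cells it was 64.2%, 53.6% and 53.8%.

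In both deletions 225 genes were called, 222 of them in the same direction (157 higher, 65 lower). By chance 52.6 of all tested genes would be called in both, a count that ignores expression level and is too low. The correlation of the changes was 0.48, and unchanged groups against a shared control gave a median of 0.50 and at most 0.56. Taking the same numbers of top genes, these simulations gave a median of 203 common genes and at most 230. They gave at most 3 genes called in both in the same direction, but unchanged groups call few genes, so this does not test the overlap. Nor do the correlation and the top genes decide it, since the real deletions have changes of their own. Of 100 regroupings, 2 gave as many common genes, the real grouping included. Without control library 808 the common genes fell to 95, and without *Mfn1* deletion library 814 they rose to 304.

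Whether a deletion changes the response to bleomycin is a different test. The interaction of the *Mfn1* deletion and bleomycin was called for 0 genes (1408 at an unadjusted p under 0.05), and that of the *Mfn2* deletion for 10 (6 higher, 4 lower). An interaction has a larger standard error than a single comparison, so its absence is weak evidence. The largest rises were again in *C920025E04Rik* in the *Mfn1* deletion (4.33 ± 0.46), and in *Gm5506* (NM_001025388, chromosome 18, 48204989–48208037) in the *Mfn2* deletion (3.92 ± 0.51).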

Functional enrichment analyses of these common genes identified fatty acid and acylglycerol metabolic process, carbohydrate derivative biosynthetic and nucleoside triphosphate metabolic process and cofactor metabolic process as the major metabolic processes affected in both *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells after bleomycin treatment (Fig. 6b). 

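Among the common genes after bleomycin, 194 had a mean of at least 1 FPKM, 1.67% of all such genes. They held 4 of 117 genes of purine metabolism, all higher (Fisher exact test, adjusted p = 0.679), and 0 of 80 subunits of oxidative phosphorylation. Of fatty acid synthesis they held 1 of 14 genes, lower (adjusted p = 0.827, Fisher exact test). Of fatty acid transport and activation it was 1 of 9 and of phospholipid synthesis 1 of 14, each lower. The authors' heatmap of purine ribonucleoside triphosphate genes (Fig. 6c) was the only list with an adjusted p under 0.05. It gave 5 higher and 1 lower of 57 genes (Fisher exact test, adjusted p = 0.00744). Those genes were chosen on these samples and so are not independent evidence. Carbohydrate derivative and cofactor metabolism were not analysed here as whole categories.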

Examination of genes included in the carbohydrate derivative biosynthetic and nucleoside triphosphate metabolic process, we found upregulation of genes involving oxidative respiratory complexes, and genes involving purine metabolism, particularly nucleoside diphosphate kinase, adenylate kinase, polyribonucleotide nucleotidyltransferase, and adenosine monophosphate deaminase (Fig. 6c). Moreover, a number of genes involved in lipid metabolism were differentially regulated between control and *Mfn1*^−/−^ or *Mfn2*^−/−^ AEC2 cells (Fig. 6d), with the downregulation of genes related to fatty acid synthesis, long-chain fatty acid transport, fatty acid activation, elongation and modification (Supplementary Fig. 11g).

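Of 84 subunits of oxidative phosphorylation, 74 were higher in the *Mfn1* deletion after bleomycin, with a median log2 change of 0.16, and 1 was called (29 when adjusted over the list alone). For the *Mfn2* deletion 76 were higher, with a median of 0.11, and 16 were called higher and 1 lower (23 and 2 when adjusted over the list alone). Camera called both (adjusted p = 1.17e-08 and 3.03e-06), fry called the first (adjusted p = 0.0349) and not the second (adjusted p = 0.0524), and the estimated correlation called neither. With lane in the model the medians turned to −0.08 and −0.11, so no rise was left in that fit. The direct comparison of the deletions gave a median of −0.01.

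A list of 17 genes holds the families the paper names for purine metabolism, which are nucleoside diphosphate kinases, adenylate kinases, adenosine monophosphate deaminases and *Pnpt1* (NM_027869, chromosome 11, 29030751–29061828), and also *Pnp* (NM_013632, chromosome 14, 51563978–51573087), which its text does not name. In the *Mfn1* deletion after bleomycin, 14 were higher, but the only called gene was *Pnp*, from 18.1 ± 1.33 to 25.9 ± 1.01 FPKM (log2 change 0.49 ± 0.09, adjusted p = 0.00367, n = 4). In the *Mfn2* deletion 12 were higher and 6 were called, with 7 when adjusted over the list alone. Among these were *Pnp* at 25.3 ± 1.24 FPKM (log2 change 0.46 ± 0.09, adjusted p = 0.00101) and *Nme2* (NM_008705, NM_001077529, chromosome 11, 93811129–93817321, log2 change 0.41 ± 0.09, adjusted p = 0.00384). Further ones were *Nme4* (NM_019731, chromosome 17, 26228690–26232415, log2 change 0.52 ± 0.15, adjusted p = 0.0228), *Ampd3* (NM_009667, NM_001276301, chromosome 7, 117911720–117955922, log2 change 0.39 ± 0.11, adjusted p = 0.0240) and *Ak5* (NM_001081277, chromosome 3, 152125779–152331104), which reached only 0.181 ± 0.0955 FPKM. *Pnpt1* changed by 0.11 ± 0.08 and 0.02 ± 0.08, and no gene of the families was lower with a call. Camera did not call the list in the *Mfn1* deletion (adjusted p = 0.144, though fry did with an adjusted p = 0.0164). It did in the *Mfn2* deletion (adjusted p = 0.0403, and 0.427 with the estimated correlation). With lane as a covariate the medians were 0.00 and −0.05, and *Nme4* turned to −0.26 in the *Mfn2* deletion.

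Over 148 genes of purine metabolism, 6 were called higher and 0 lower in the *Mfn1* deletion, with a median log2 change of 0.05, and 15 higher and 7 lower in the *Mfn2* deletion, with a median of 0.03. Camera called neither (adjusted p = 0.479 and 0.625). Of the 61 genes of Fig. 6c, 9 were called higher and 3 lower in the *Mfn1* deletion (25 and 4 when adjusted over the list alone). In *Mfn2*-deficient cells it was 39 and 9 (47 and 11). The authors chose these genes on the same samples, so their counts are not independent evidence, and 17 of them are subunits of oxidative phosphorylation.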

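Both deletions had lower fatty acid synthesis genes after bleomycin. *Acaca* (NM_133360, chromosome 11, 84008940–84215153) was 37.4 ± 2.31 FPKM in bleomycin controls and changed by −0.29 ± 0.08 in the *Mfn1* deletion (adjusted p = 0.0495) and −0.24 ± 0.08 in the *Mfn2* deletion (adjusted p = 0.0476). *Acly* (NM_134037, NM_001199296, chromosome 11, 100337666–100389314) was 196 ± 21.4 FPKM in bleomycin controls and changed by −0.30 ± 0.09 in the *Mfn1* deletion (adjusted p = 0.0619) and −0.46 ± 0.09 in the *Mfn2* deletion (adjusted p = 9.61e-04). *Fads2* (NM_019699, chromosome 19, 10138654–10175993) was 68.5 ± 13.6 FPKM in bleomycin controls and changed by −0.42 ± 0.16 in the *Mfn1* deletion (adjusted p = 0.149) and −1.06 ± 0.16 in the *Mfn2* deletion (adjusted p = 6.05e-05). *Fads1* (NM_146094, chromosome 19, 10257378–10271362) was 84.7 ± 10.1 FPKM in bleomycin controls and changed by −0.11 ± 0.11 in the *Mfn1* deletion (adjusted p = 0.617) and −0.36 ± 0.11 in the *Mfn2* deletion (adjusted p = 0.0328). *Me1* (NM_001198933, NM_008615, chromosome 9, 86474970–86589947) was 138 ± 10.7 FPKM in bleomycin controls and changed by −0.38 ± 0.10 in the *Mfn1* deletion (adjusted p = 0.0520) and 0.08 ± 0.10 in the *Mfn2* deletion (adjusted p = 0.721). The call of *Acaca* in the *Mfn1* deletion was the only one of the 15 genes there and was lost in most other settings, such as a pseudocount of 0.1 (adjusted p = 0.0632). Adjusted over the list alone, 5 genes were called lower in the *Mfn1* deletion and 7 in the *Mfn2* deletion, with medians of −0.29 and −0.16. Camera called the list in both (adjusted p = 3.75e-07 and 2.21e-06), as did fry, and the estimated correlation in neither (adjusted p = 0.0529 and 0.0735). With lane in the model the medians were −0.08 and −0.05, and *Acaca* turned to 0.10 and 0.30.

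Of the genes of transport and activation, *Cd36* (NM_001159558, NM_007643, NM_001159555, NM_001159556, NM_001159557, chromosome 5, 17287508–17394777) was 639 ± 57.6 FPKM in bleomycin controls and changed by −0.41 ± 0.08 in the *Mfn1* deletion (adjusted p = 0.00528) and −0.13 ± 0.08 in the *Mfn2* deletion (adjusted p = 0.318). *Slc27a2* (NM_011978, chromosome 2, 126378760–126413979) was 1.66 ± 0.416 FPKM in bleomycin controls and changed by −0.51 ± 0.11 in the *Mfn1* deletion (adjusted p = 0.0120) and −0.68 ± 0.11 in the *Mfn2* deletion (adjusted p = 1.09e-04). *Acsl3* (NM_001033606, NM_028817, NM_001136222, chromosome 1, 78654400–78704318) was 11.0 ± 1.03 FPKM in bleomycin controls and changed by −0.42 ± 0.11 in the *Mfn1* deletion (adjusted p = 0.0493) and −0.20 ± 0.11 in the *Mfn2* deletion (adjusted p = 0.310). *Slc27a4* (NM_011989, chromosome 2, 29658200–29673042) was 15.9 ± 0.571 FPKM in bleomycin controls and changed by −0.18 ± 0.05 in the *Mfn1* deletion (adjusted p = 0.0708) and −0.35 ± 0.05 in the *Mfn2* deletion (adjusted p = 8.04e-05). *Acsl5* (NM_027976, chromosome 19, 55327859–55371118) was 229 ± 8.48 FPKM in bleomycin controls and changed by −0.14 ± 0.05 in the *Mfn1* deletion (adjusted p = 0.106) and −0.22 ± 0.05 in the *Mfn2* deletion (adjusted p = 0.00293). The call of *Slc27a2* in the *Mfn1* deletion was lost without control library 808 (adjusted p = 0.0516). Over the 9 genes, camera called the list in both deletions with the estimated correlation as well (adjusted p = 0.00385 and 0.0310), with medians of −0.18 and −0.20. With lane as a covariate these were −0.22 and −0.32, with no gene called. The exact permutation test gave its smallest possible p, 0.0286, for *Cd36* in the *Mfn1* deletion and for *Slc27a2* in the *Mfn2* deletion (n = 4). The elongases *Elovl1* (NM_019422, NM_001039176, NM_001039175, chromosome 4, 118100698–118105521, log2 change 0.00 ± 0.14), *Elovl5* (NM_134255, chromosome 9, 77765172–77832326, log2 change −0.16 ± 0.08) and *Elovl6* (NM_130450, chromosome 3, 129235304–129341411, log2 change 0.11 ± 0.06) changed by these values in the *Mfn1* deletion and were not called in either. Cholesterol synthesis fell in the *Mfn2* deletion, with 3 of 20 genes called lower and a median of −0.34 (camera adjusted p = 5.08e-06, fry adjusted p = 0.0643), but with lane in the model the median was 0.0282 and no gene was called.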

**Fig. 6:**
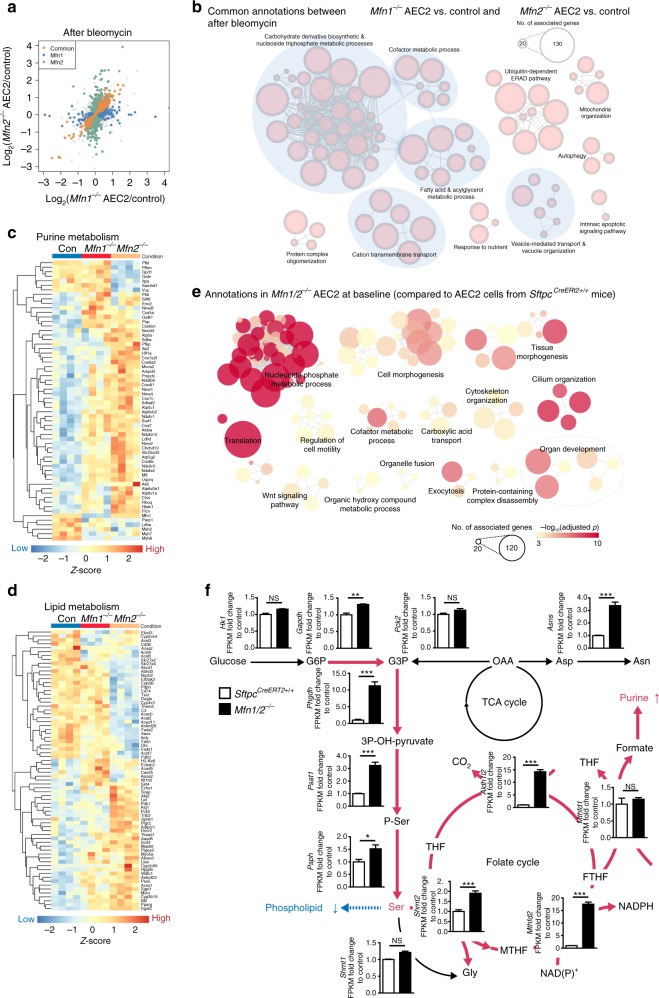
Purine metabolism is upregulated in *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells after bleomycin treatment. **a** Scatterplot showing genes (orange) that are differentially expressed (adjusted *p* < 0.05) and have the same regulation direction in both *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells after bleomycin treatment, compared to the control. **b** A functional enrichment map to show the common GO terms enriched on differentially expressed genes of *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells after bleomycin treatment. **c**, **d** Heatmaps to show genes related to purine metabolism under the annotation purine ribonucleoside triphosphate metabolic process (GO: GO:0009205) (**c**) and genes related to lipid metabolism under the annotation fatty acid metabolic process (GO:0006631) (**d**), based on the functional enrichment results (**b**). **e** A functional enrichment map generated using genes differently expressed between *Mfn1/2*^−/−^ AEC2 cells and control AEC2 cells, using the threshold of an adjusted *p* < 0.05. **f** Differentially regulated genes related to glycolysis, asparagine (Asn) synthesis, de novo serine/glycine synthesis, and mitochondrial one-carbon metabolism in *Sftpc*^*CreERT2+/+*^ versus *MFN1/2*^−/−^ AEC2 cells. For each gene, the fold change of FPKM is calculated relative to *Sftpc*^*CreERT2+/+*^ control (G6P glucose-6-phosphate, G3P glyceraldehyde-3-phosphate, OAA oxaloacetate, Asp aspartate, Asn asparagine, 3P-OH-pyruvate 3-phosphohydropyruvate, P-ser 3-phosphoserine, Ser serine, Gly glycine, THF tetrahydrofolate, MTHF methyltetrahydrofolate, FTHF formyltetrahydropholate). The data are presented as mean±s.e.m. (NS not-significant; *adjusted *p* < 0.05, **adjusted *p* < 0.01, ***adjusted *p* < 0.001 vs. *Sftpc*^*CreERT2+/+*^)

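As a ratio to the mean of the *Sftpc* CreERT2+/+ control, FPKM in the *Mfn1/2* deletion was 17.5 ± 1.43 for *Mthfd2*, 14.2 ± 1.49 for *Aldh1l2* (NM_153543, chromosome 10, 82950192–82996885), 11.2 ± 2.04 for *Phgdh*, 3.39 ± 0.484 for *Asns* and 3.24 ± 0.452 for *Psat1* (mean ± SD, n = 3). It was 1.91 ± 0.196 for *Shmt2*, 1.52 ± 0.272 for *Psph*, 1.31 ± 0.0328 for *Gapdh* (NM_008084, chromosome 6, 125111870–125115601), 1.21 ± 0.0652 for *Shmt1*, 1.16 ± 0.0283 for *Hk1* (NM_010438, NM_001146100, chromosome 10, 61731603–61842656), 1.12 ± 0.0869 for *Pck2* and 1.03 ± 0.0915 for *Mthfd1* (NM_138745, chromosome 12, 77356219–77420807). The changes of *Shmt1*, *Hk1*, *Pck2* and *Mthfd1* were not called (adjusted p = 0.126, 0.159, 0.238 and 0.938). With 3 libraries per group an exact permutation test cannot give a p under 0.1.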

The above transcriptomic results suggest upregulated purine metabolism and downregulated lipid metabolism in *Mfn1*^−/−^ or *Mfn2*^−/−^ AEC2 cells after bleomycin. 

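From the enrichment and heatmaps after bleomycin the paper proposes that purine metabolism rises and lipid metabolism falls in AEC2 cells without *Mfn1* or *Mfn2*. Of the lists on the purine side, the adjusted p of camera with the estimated correlation was 0.874 and 0.930 for purine metabolism in the *Mfn1* and *Mfn2* deletions. Of those on the lipid side, fatty acid synthesis had median log2 changes of −0.29 and −0.16, and transport and activation −0.18 and −0.20. With lane as a covariate they were −0.08 and −0.05, and −0.22 and −0.32. Fatty acid oxidation had a median log2 change of 0.12 in the *Mfn1* deletion with 16 of 16 genes higher and none called, and −0.12 with lane as a covariate. For the *Mfn2* deletion its median without lane was −0.03. Phospholipid synthesis had medians of 0.02 and 0.01, whose direction changed with scaling.

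**Figure D4:**
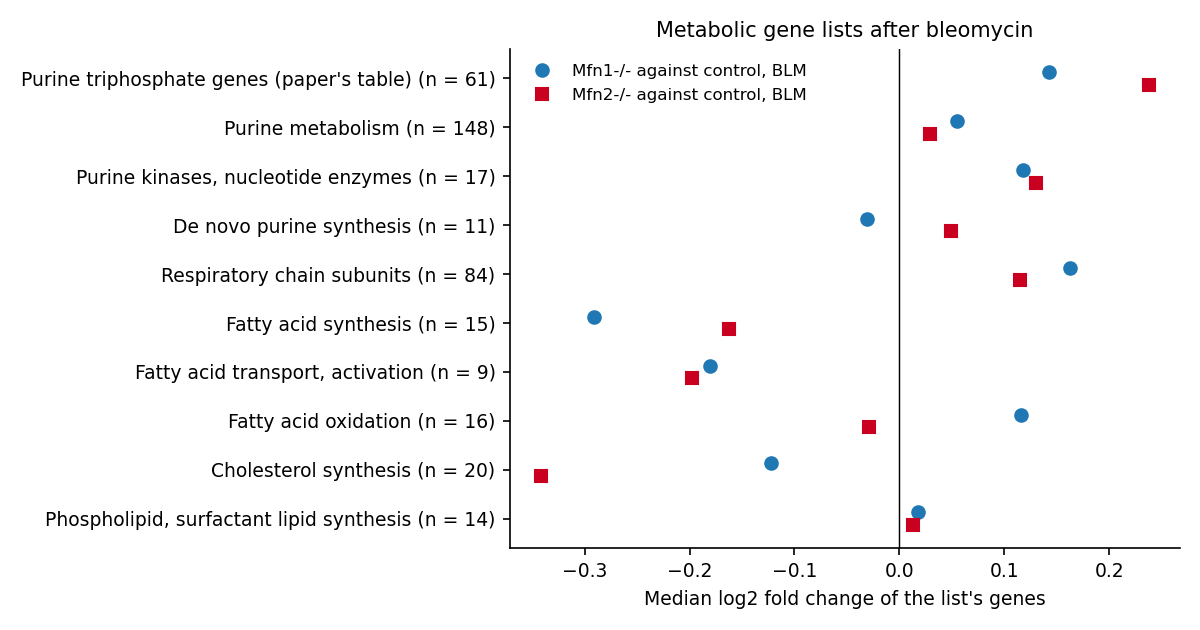
Median log2 fold change against control after bleomycin of 10 gene lists, in the *Mfn1* deletion (circles) and the *Mfn2* deletion (squares), with n = 4 libraries per group. The fatty acid synthesis and transport lists lie below 0 and the list of respiratory chain subunits above 0. Purine metabolism lies close to 0. The direction of the phospholipid list turns with median scaling or quantile normalization.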

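The *Mfn1/2* deletion was measured at baseline in 3 libraries of AEC2 cells isolated by MACS (CD45-negative, EpCAM-positive), and its control in 3 libraries of *Sftpc* CreERT2+/+ mice isolated in the same way. The time since tamoxifen is 12 weeks in the sample labels and 6 weeks in the description of the series. Depth was 26.6 to 31.0 M fragments in the controls (median 28.0) and 30.4 to 31.9 M in the deletion (median 31.2). The authors' FPKM were analysed in the same limma fit as the sorted libraries, with an adjusted p under 0.05. The controls were all on lane 3 and the deletion libraries on lane 4, so these libraries alone cannot tell apart genotype and lane. A test of lane 3 through the sorted libraries is given below for some genes. The club cell marker *Scgb1a1* was 209031 to 253666 FPKM in these controls and 122311 to 182781 in the deletion. The share of club cells may therefore also differ between the groups. *Mfn1* fell from 11.5 ± 0.916 to 5.34 ± 0.458 FPKM (log2 change −0.98 ± 0.06) and *Mfn2* from 14.6 ± 0.868 to 6.11 ± 0.122 FPKM (−1.13 ± 0.07).

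In total 2444 genes were called, 1115 higher and 1329 lower. Of the 10 splits of the 6 libraries, only the real split gave as many, and the others gave at most 12. The groups did not overlap in 39.4% of the genes with a mean of at least 1 FPKM, where chance gives 10%. The count was 1659 to 2199 without 1 library, lowest without control library 3. Sample weights from limma moved it most, to 3958. The share of higher genes was 45.6%, and 50.7% and 54.8% after median scaling and quantile normalization. The largest rises were in *Fxyd2* (NM_007503, NM_052823, NR_028499, chromosome 9, 45207792–45218361, log2 change 3.36 ± 0.37) and *Mthfd2*, and the largest falls in *Slc7a8* (−3.10 ± 0.48), *Pdpn* (NM_010329, chromosome 4, 142857325–142889410, log2 change −2.84 ± 0.41) and *Myh6* (−2.58 ± 0.46).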

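The called genes of the *Mfn1/2* deletion and of the *Mfn2* deletion after bleomycin, which share no library, had 741 genes in common, 724 of them in the same direction, and the changes of all genes with a mean of at least 1 FPKM correlated with r = 0.42. With the *Mfn1* deletion after bleomycin there were 125 genes in common, 98 in the same direction, and r = 0.11. The resemblance did not need bleomycin. With the *Mfn2* deletion after PBS the *Mfn1/2* deletion shared 779 called genes, 759 in the same direction (r = 0.44), and with the *Mfn1* deletion after PBS 59, 50 in the same direction (r = 0.22).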

Considering *Mfn1/2*^iΔAEC2^ mice develop spontaneous lung fibrosis, we evaluated whether the transcriptomic response in *Mfn1/2*^−/−^ AEC2 cells at baseline resembled those in the *Mfn1*^−/−^ or *Mfn2*^−/−^ AEC2 cells after bleomycin treatment, and whether *Mfn1/2*^−/−^ AEC2 cells had functional annotations in common with control AEC2 cells after bleomycin treatment. Functional enrichment analyses comparing isolated AEC2 cell transcripts from *Mfn1/2*^iΔAEC2^ and *Sftpc*^*CreERt2+/+*^ (control) mice showed that *Mfn1/2*-deletion markedly affected nucleoside phosphate metabolic process in AEC2 cells (Fig. 6e and Supplementary Data 4), of which purine metabolism is the major biological pathway included in this annotation. 

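Of 148 genes of purine metabolism, 12 were called higher and 9 lower in the *Mfn1/2* deletion, with a median log2 change of 0.02 (camera adjusted p = 0.0805, fry adjusted p = 0.449). Of the 17 kinases and related enzymes, 2 were called higher and 1 lower (6 and 2 when adjusted over the list alone). The higher ones were *Nme2*, from 179 ± 20.7 to 290.4 ± 3.83 FPKM (log2 change 0.70 ± 0.11, adjusted p = 8.09e-05, n = 3), and *Nme4* (0.79 ± 0.17, adjusted p = 0.00259). *Ampd1* (NM_001033303, chromosome 3, 102877937–102903643) was the lower one, at 0.562 ± 0.347 FPKM in controls. Of the genes the authors chose for Fig. 6c, 31 were called higher and 3 lower (36 and 4 when adjusted over the list alone). Camera gave an adjusted p = 2.01e-11, which held with fry and with the estimated correlation (adjusted p = 0.0461). Those genes were chosen on the sorted libraries, not on these 6, but share subunits of oxidative phosphorylation with the list of that name.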

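In the *Mfn1/2* deletion, *Atf5* rose from 20.4 ± 3.58 to 145 ± 16.9 FPKM (log2 change 2.78 ± 0.16, adjusted p = 6.16e-11). *Hspa9* rose from 61.5 ± 2.00 to 105 ± 4.48 FPKM (log2 change 0.76 ± 0.08, adjusted p = 8.63e-07). *Lonp1* rose from 22.0 ± 1.98 to 31.9 ± 2.21 FPKM (log2 change 0.52 ± 0.07, adjusted p = 2.19e-05). *Clpp* rose from 22.1 ± 2.95 to 27.9 ± 1.71 FPKM (log2 change 0.33 ± 0.08, adjusted p = 0.0108), a call that was lost without control library 3 (adjusted p = 0.105) or deletion library 2 (adjusted p = 0.0525). All groups here had n = 3 mice. The 4 genes had a camera adjusted p = 8.25e-10, and 0.00421 with the estimated correlation.

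Of the ATF4 pathway, *Chac1* rose from 0.579 ± 0.160 to 9.21 ± 0.390 FPKM (log2 change 2.70 ± 0.17, adjusted p = 8.13e-11). *Trib3* rose from 5.04 ± 0.819 to 23.8 ± 3.05 FPKM (log2 change 2.04 ± 0.16, adjusted p = 7.02e-09). *Asns* rose from 13.2 ± 0.812 to 44.8 ± 6.40 FPKM (log2 change 1.68 ± 0.12, adjusted p = 1.03e-09). *Ddit3* rose from 13.4 ± 1.53 to 34.1 ± 0.895 FPKM (log2 change 1.29 ± 0.15, adjusted p = 2.36e-06). *Atf4* rose from 93.5 ± 7.34 to 143 ± 0.211 FPKM (log2 change 0.61 ± 0.16, adjusted p = 0.0148), which was not called after quantile normalization (adjusted p = 0.0539) or without control library 3 (adjusted p = 0.0665). *Pck2*, at 13.4 ± 1.04 FPKM, changed by 0.16 ± 0.08 and was not called. The list had a median log2 change of 1.48 (camera adjusted p = 3.90e-13), which also held with fry and with the estimated correlation.

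Of serine and glycine synthesis, *Phgdh* rose from 1.63 ± 0.657 to 18.3 ± 3.32 FPKM (log2 change 2.89 ± 0.20, adjusted p = 1.02e-09). *Psat1* rose from 4.53 ± 0.210 to 14.7 ± 2.05 FPKM (log2 change 1.50 ± 0.14, adjusted p = 2.08e-07). *Shmt2* rose from 7.10 ± 1.05 to 13.5 ± 1.39 FPKM (log2 change 0.85 ± 0.09, adjusted p = 4.65e-07). *Psph* rose from 5.73 ± 0.977 to 8.70 ± 1.56 FPKM (log2 change 0.53 ± 0.15, adjusted p = 0.0240), a call lost without control library 1 or deletion library 2. The list had a camera adjusted p = 8.36e-10, and 0.00385 with the estimated correlation. For one-carbon metabolism, *Mthfd2* rose from 1.11 ± 0.0472 to 19.3 ± 1.58 FPKM (log2 change 3.27 ± 0.14, adjusted p = 1.19e-13) and *Aldh1l2* rose from 0.459 ± 0.0591 to 6.51 ± 0.682 FPKM (log2 change 2.36 ± 0.11, adjusted p = 1.12e-12), whereas *Mthfd1* changed by 0.05 ± 0.09. Of the 3 genes shown for glycolysis (Fig. 6f), *Gapdh* was called with a change of 0.39 ± 0.08 (adjusted p = 0.00335), and *Hk1* with 0.20 ± 0.09 was not. Camera (adjusted p = 0.0166) and fry called these 3 genes and the estimated correlation did not (adjusted p = 0.211).

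Oxidative phosphorylation had 43 subunits called higher and 1 lower of 84, with a median of 0.24 (camera adjusted p = 2.32e-25, and 0.138 with the estimated correlation).

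**Figure D5:**
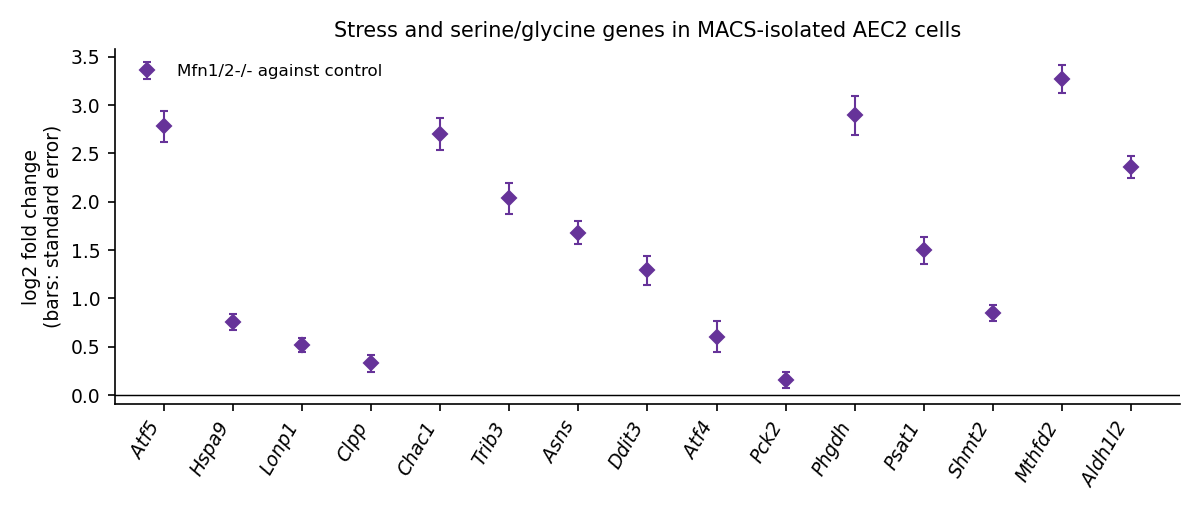
Log2 fold change in the *Mfn1/2* deletion against control at baseline, with standard error, of genes of the mitochondrial unfolded protein response, the ATF4 pathway and serine and glycine synthesis, and of *Mthfd2* and *Aldh1l2* (n = 3 libraries per group). All changes shown lie above 0, and that of *Pck2* is the smallest of them.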

Compared to control AEC2 cells, *Mfn1/2*-deletion in AEC2 cells activated profound ATF5-mediated UPR^MT^, and ATF4-mediated stress response pathways (Supplementary Fig. 12a), along with activation of de novo glycolytic serine/glycine synthesis pathways and mitochondrial one-carbon metabolism (Fig. 6f)^30,31^, Together, the results from transcriptomic analyses suggested upregulation of purine metabolism in *Mfn1/2*^−/−^ AEC2 cells.

We next compared the overlapping genes identified in *Mfn1/2*^−/−^ AEC2 cells with those identified AEC2 cells after bleomycin treatment (Supplementary Fig. 12b). 

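Of the genes called in the *Mfn1/2* deletion and those called after bleomycin in controls, 610 were in common, where 440.1 would be by chance (hypergeometric p = 1.94e-20, exact test across genes). That chance count treats all 19507 tested genes alike. Common genes mostly had a mean of at least 1 FPKM, which 11583 genes reach, so expression level may account for part of the excess. The direction was the same for 403 (66.1%), 280 higher and 123 lower in both. It was opposite for 82 genes that were higher in the deletion and 125 that were lower. Over all genes with a mean of at least 1 FPKM the changes correlated with r = 0.05. No library is shared by the comparisons. The regroupings other than the real one gave at most 1 common gene, but regrouped libraries mostly call few genes, so this does not test the overlap. Without control library 3 of the MACS experiment the count was 387, and with each comparison fitted on its own libraries 252.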

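Of the genes changed in the same direction by the *Mfn1/2* deletion and by bleomycin, 387 had a mean of at least 1 FPKM. They held 22 of 80 subunits of oxidative phosphorylation, all higher (Fisher exact test, adjusted p = 8.68e-13), and 2 further subunits moved in opposite directions. Mitochondrial ribosomal proteins gave 10 of 75 (Fisher exact test, adjusted p = 0.00470). Of 117 genes of purine metabolism, 3 were higher and 2 lower in both, which is 4.27% of the list against 3.34% of all genes (Fisher exact test, adjusted p = 1). Of the kinases and related enzymes it was 1 of 14. The genes of Fig. 6c gave 13 of 57 higher in both and 3 in opposite directions (Fisher exact test, adjusted p = 1.16e-06). The authors picked them on the control bleomycin libraries among others, so this is not independent evidence.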

Functional enrichment analysis of these overlapping genes confirmed that altered purine metabolism and oxidative phosphorylation are common biological processes altered in *Mfn1/2*^−/−^ AEC2 cells and in AEC2 cells after bleomycin treatment (Supplementary Fig. 12c). 

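The response to the *Mfn1/2* deletion was compared with the response to bleomycin as a difference of log2 changes, each against its own control, because the libraries differ in isolation and lane. The difference was called for 5787 genes, 1527 higher and 4260 lower. For the 148 genes of purine metabolism its median was −0.08, but 0.05 after median scaling and 0.05 after quantile normalization. Of these genes 15 were called higher and 33 lower, and camera did not call the list (adjusted p = 0.493, fry adjusted p = 0.0743). The kinases and related enzymes had a median of −0.09 (0.05 and 0.00 after the scalings), with a camera adjusted p = 0.834. Genes of de novo purine synthesis had a median of −0.22 with 1 called higher and 5 lower. The genes of Fig. 6c had a median of 0.01, with 14 called higher and 16 lower, and are not independent evidence. A direct contrast of the *Mfn1/2* deletion libraries with the bleomycin libraries was not analysed here.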

Gene-set enrichment analysis (GSEA) based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database further revealed that *Mfn1/2*^−/−^ AEC2 cells, compared with AEC2 cells after bleomycin treatment, markedly enhance the upregulation of purine metabolism (Supplementary Fig. 12d). Collectively, transcriptomic upregulation of purine metabolism was a common prominent feature in both *Mfn1/2*^−/−^ AEC2 cells and *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells after bleomycin treatment.

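From the enrichments in the single deletions after bleomycin and in the *Mfn1/2* deletion, the paper concludes that raised purine metabolism is common to them. The full list of purine metabolism had 103 of 148 genes higher in the *Mfn1* deletion after bleomycin, 87 in the *Mfn2* deletion after bleomycin and 81 in the *Mfn1/2* deletion. These counts are on unscaled values. The median log2 change of all genes with a mean of at least 1 FPKM was 0.05, 0.02 and −0.02 in these comparisons. The counts therefore include any shift common to all genes. In fits without 1 library the number of called list tests over all comparisons stayed between 173 and 188. The ranges of log2 change within the list were −0.45 to 0.61, −0.49 to 0.52 and −1.46 to 0.79.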

### Loss of MFN1/2 alters lamellar body structure in AEC2 cells

Purine synthesis and phospholipid synthesis share common upstream substrates, including serine and derivatives from glycolysis. Changes in the preferential flux of these substrates towards purine metabolism (as observed in *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells after bleomycin treatment, and in *Mfn1/2*^−/−^ AEC2 cells) and away from lipid synthesis pathways (as observed in *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells after bleomycin treatment) may alter the innate function of the AEC2 cells to generate phospholipids for surfactant production^32^. As previously mentioned, AEC2 cells require proper lipid metabolism to continuously produce and store (in lamellar bodies) lung surfactant, a lipoprotein complex primarily composed of lipids (90%) (particularly phosphatidylcholines and phosphatidylglycerol, and cholesterol)^4,5^. In this study we observed disrupted and disorganized lipid membranes in the lamellar bodies of *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells treated with bleomycin. This was in stark contrast to control AEC2 cells treated with bleomycin or to control, *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells, which all showed relatively normal lamellar body structure with organized and densely-packed lipid membranes (Fig. 7a). Unlike *Mfn1*^−/−^ or *Mfn2*^−/−^ AEC2 cells, that showed no disrupted lamellar body structure at baseline, *Mfn1/2*^−/−^ AEC2 cell lamellar bodies displayed severe disorganization of lipid lamellae (Fig. 7b), suggestive of disrupted lipid homeostasis in *Mfn1/2*^−/−^ AEC2 cells.

**Fig. 7:**
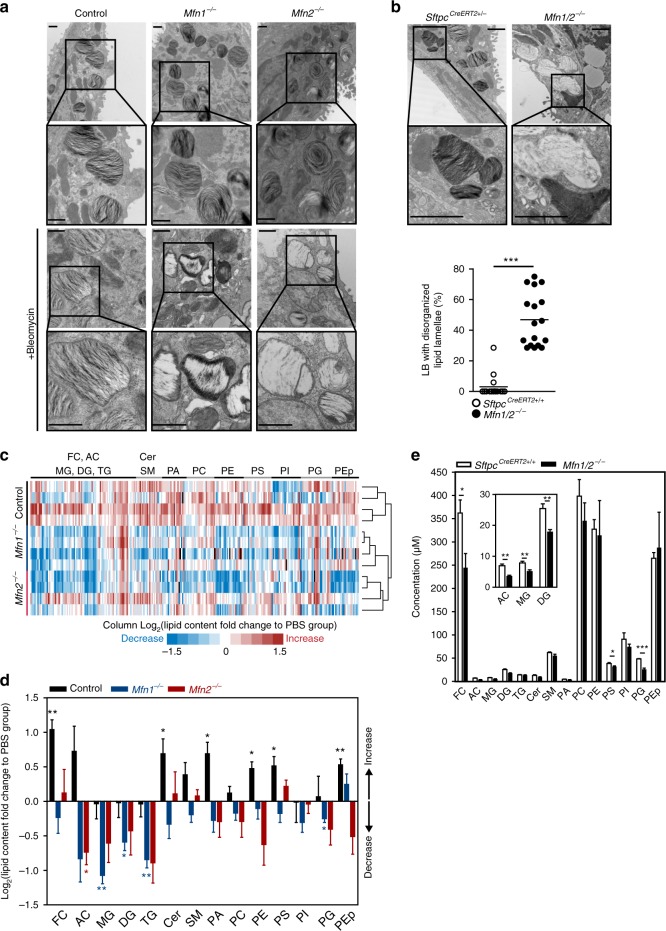
MFN1 and MFN2 regulates surfactant lipid synthesis in AEC2 cells. **a**, **b** Representative TEM images of lamellar bodies (LB) in control, *Mfn1-* and *Mfn2-*deficient AEC2 cells at baseline (×25,000; *n* = 3 mice per group) and 8 days after bleomycin treatment (×50,000; *n* = 2 mice per group) (scale bar 500 nm) (**a**) and in *Sftpc*^*CreERT2*^^+/−^ and *Mfn1/2*^−/−^ AEC2 cells (×25,000; *n* = 3 mice per group; scale bar 1 μm) (**b**, left panel). Quantification of the percentage of LB with disorganized lipid membranes in AEC2 cells by TEM image analysis (×12,000) (**b**, right panel). Each dot represents one AEC2 cell (*Sftpc*^*CreERT2*^^+/−^ AEC2 cells *n* = 15 from 3 mice, *Mfn1/2*^−/−^ AEC2 cells *n* = 17 from 2 mice; ***p < 0.001, vs. control by unpaired Student’s *t* test). **c**, **d** Heat map (**c**) and bar graph (**d**) of differential changes of specific lipid contents in control, *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells (*n* = 4 biologically independent samples per group) 8 days after bleomycin treatment. The fold-changes of specific lipids in AEC2 cells after bleomycin treatment relative to those after PBS treatment (*n* = 3 biologically independent samples per group) were calculated and log-transformed (base 2) (**d**, *p < 0.05, **p < 0.01, calculated fold change vs. 1 by unpaired Student’s *t* test). **e** Lipidomic analysis in *Sftpc*^*CreERT2+/+*^ and *Mfn1/2*^−/−^ AEC2 cells (*n* = 4 mice per group; *p < 0.05, **p < 0.01, ***p < 0.001, vs. *Sftpc*^*CreERT2+/+*^ AEC2 cells by unpaired Student’s *t* test). Data are presented as mean±s.e.m. (**d**, **e**). Source data (**b**–**e**) are provided as a Source Data file

### *Mfn1/2* deletion impairs lipid metabolism in AEC2 cells

To evaluate if lipid metabolism was altered in AEC2 cells upon bleomycin treatment, we performed high throughput targeted lipidomic profiling in AEC2 cells of control, *Mfn1*^iΔAEC2^ and *Mfn2*^iΔAEC2^ mice at baseline and upon bleomycin treatment (8 days). At baseline, *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells did not show any significant alterations in lipid species, except for a modest increase in phosphatidic acid species (Supplementary Fig. 13a-c). However, cholesterol, ceramides, phosphatidic acids, phosphatidylethanolamine, phosphatidylserine and plasmalogen phosphatidylethanolamine were all increased in AEC2 cells 8 days after bleomycin exposure (Fig. 7c, d). In contrast, these lipids were significantly decreased in *Mfn1*^−/−^ or *Mfn2*^−/−^ AEC2 cells treated with bleomycin. Specifically, acylcarnitines and phosphatidylcholines with long unsaturated aliphatic chains increased in control AEC2 cells treated with bleomycin, but not in the *Mfn1*^−/−^ or *Mfn2*^−/−^ AEC2 cells treated with bleomycin (Supplementary Fig. 14a, b). Many phosphatidylglycerol species decreased in the *Mfn1*^−/−^ AEC2 cells treated with bleomycin, but not in the control AEC2 cells treated with bleomycin (Supplementary Fig. 14c). 

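After bleomycin, *Sftpc* (NM_011359, chromosome 14, 70920749–70923888) fell from 89332 ± 7208 to 52226 ± 8471 FPKM (log2 change −0.78 ± 0.09, adjusted p = 1.47e-07) in control AEC2 cells. It fell from 91219 ± 9629 to 61034 ± 1436 FPKM (log2 change −0.57 ± 0.09, adjusted p = 9.49e-06) in the *Mfn1* deletion, and from 82732 ± 5433 to 51852 ± 3402 FPKM (log2 change −0.67 ± 0.09, adjusted p = 1.53e-06) in the *Mfn2* deletion. In each genotype the 4 bleomycin libraries lay below the 4 PBS libraries (exact permutation test, p = 0.0286). *Sftpc* is among the highest values of the sorted libraries, so quantile normalization gives it the same value in both groups, and its change there is 0 by construction. The median of *Sftpc* and *Sftpb* then turned to 0.29, 0.22 and 0.29 in the control, *Mfn1* and *Mfn2* genotypes, whereas median scaling kept it below 0. In a fit of the control libraries alone its change was not called at the thresholds used for bleomycin (adjusted p = 0.00157).

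*Sftpb* (NM_147779, chromosome 6, 72253242–72264364) changed from 16816 ± 931 to 15065 ± 291 FPKM (log2 change −0.16 ± 0.06, adjusted p = 0.0524) in controls, from 16590 ± 1058 to 15089 ± 655 FPKM (log2 change −0.14 ± 0.06, adjusted p = 0.0839) in the *Mfn1* deletion and from 17165 ± 1388 to 15129.8 ± 1614 FPKM (log2 change −0.18 ± 0.06, adjusted p = 0.0229) in the *Mfn2* deletion. None of these changes was called at an adjusted p of 0.001 and a fold change over 1.2, and with an adjusted p under 0.05 and no minimum fold only that of the *Mfn2* deletion was. The exact permutation test gave p = 0.0286, 0.114 and 0.143 (n = 4).

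**Figure D6:**
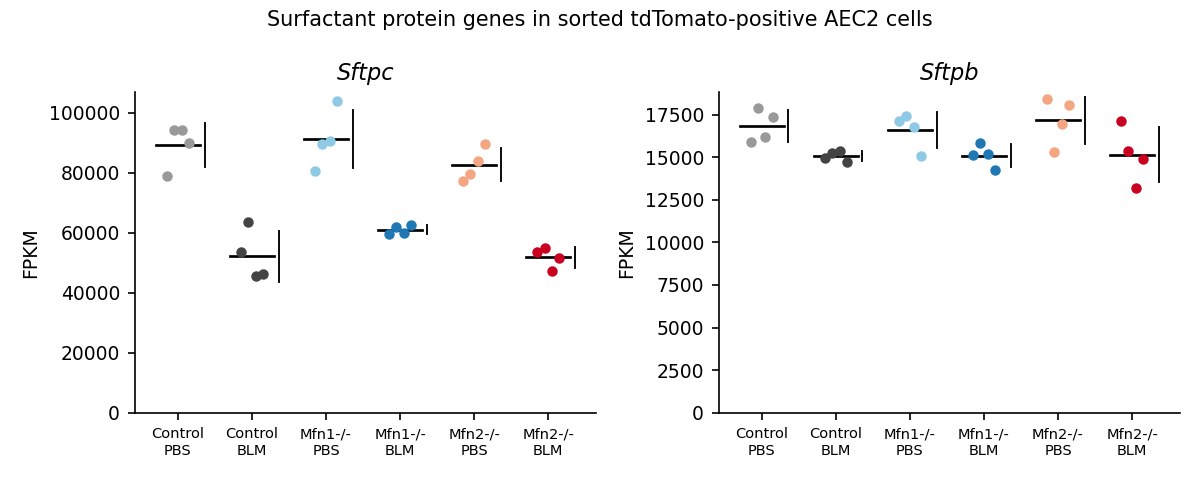
FPKM of *Sftpc* and *Sftpb* in sorted AEC2 cells of the control, *Mfn1* deletion and *Mfn2* deletion groups after PBS and bleomycin, with 1 point per library, a horizontal bar at the mean and a vertical line for the SD (n = 4 per group). *Sftpc* is lower after bleomycin in every genotype. *Sftpb* is lower by less, and its groups lie close together.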

Surfactant protein gene (*Sftpb*, *Sftpc*) expression was significantly downregulated in control, *Mfn1*^−/−^ and *Mfn2*^−/−^ AEC2 cells treated with bleomycin (Supplementary Fig. 14d). These lipid profiling results confirm that deletion of either *Mfn1* or *Mfn2* perturbs lipid metabolism in murine AEC2 cells after bleomycin treatment.

We next evaluated the lipidome of *Mfn1/2*^−/−^ AEC2 cells. Strikingly, lipidomic changes in cholesterol, acylcarnitine, monoacylglycerol, diacylglycerol, phosphatidylserine, and phosphatidylglycerol were distinctly apparent in the *Mfn1/2*^−/−^ AEC2 cells, when compared to controls (Fig. 7e). Specifically, we found that long-chain acylcarnitines significantly decreased in *Mfn1/2*^−/−^ AEC2 cells, when compared to control AEC2 cells (Supplementary Fig. 15a). Phosphatidylglycerol synthesized in mitochondria were the major phospholipid species affected in *Mfn1/2*^−/−^ AEC2 cells (Supplementary Fig. 15b). Furthermore, diacylglycerol, which is derived from phosphatidic acid, is required for the synthesis of glycerophospholipids in the ER. Several diacylglycerol species (Supplementary Fig. 15c) and certain glycerophospholipids and sphingolipids (Supplementary Fig. 15d) were all markedly decreased in the *Mfn1/2*^−/−^ AEC2 cells. 

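In the MACS-isolated cells, *Sftpc* was 4048 ± 282 FPKM in controls and 4204 ± 239 in the *Mfn1/2* deletion (log2 change 0.06 ± 0.10, adjusted p = 0.918, exact permutation p = 0.500, n = 3). After quantile normalization the change was −0.16 with an adjusted p = 0.00397, a call in the opposite direction. *Sftpb* was 13946 ± 360.4 and 14149.6 ± 556 FPKM (log2 change 0.02 ± 0.07, adjusted p = 1). Both groups carry *Sftpc* CreERT2+/+ and had far lower *Sftpc* than the sorted cells, whose libraries ranged from 45517 to 103982 FPKM, so a further fall of *Sftpc* was measured from a low level.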

Surfactant protein gene (*Sftpb*, *Sftpc*) expression was not altered between control and *Mfn1/2*^−/−^ AEC2 cells (Supplementary Fig. 15e). The above results together strongly implicate perturbed lipid metabolism in *Mfn1/2*^−/−^ AEC2 cells.

### Impaired AEC2 cell lipid synthesis promotes lung fibrosis

To test the hypothesis that loss of surfactant associated lipid metabolism in AEC2 cells contributes to the development of lung fibrosis (Supplementary Fig. 16), we compromised lipid synthesis in AEC2 cells. *FASN* encodes the principal enzyme that catalyzes the synthesis of palmitoyl-CoA, the substrate required for glycerophospholipid and sphingolipid synthesis (Supplementary Fig. 11g)^33^. We generated mice with tamoxifen-inducible *Fasn* deletion in AEC2 cells (*Fasn*^*loxP/loxP*^*Sftpc*^*CreERT2*^^+/−^, referred to as *Fasn*^iΔAEC2^), by crossing *Sftpc*^*CreERT2+/+*^ with *Fasn*^*loxP/loxp*^ mice (Fig. 8a). *Fasn* is mainly expressed in AEC2 cells^34^, and immunoblots of AEC2 cell lysates showed FASN depletion after tamoxifen injection (Fig. 8b). Notably, *Fasn*-deletion did not alter the expression levels of MFN1 and MFN2. Exposure of *Fasn*^iΔAEC2^ mice to bleomycin resulted in higher mortality (Fig. 8c), more weight loss (Fig. 8d), and increased collagen deposition and lung fibrosis (Fig. 8e, f), when compared to *Sftpc*^*CreERT2*^^+/−^ controls. These findings confirm that defective lipid metabolism in AEC2 cells promotes bleomycin-induced lung fibrosis, and supports our hypothesis that impaired regulation of lipid metabolism in AEC2 cells of *Mfn1*^iΔAEC2^, *Mfn2*^iΔAEC2^, and *Mfn1/2*^iΔAEC2^ mice contributes to development of lung fibrosis (Supplementary Fig. 16).

**Fig. 8:**
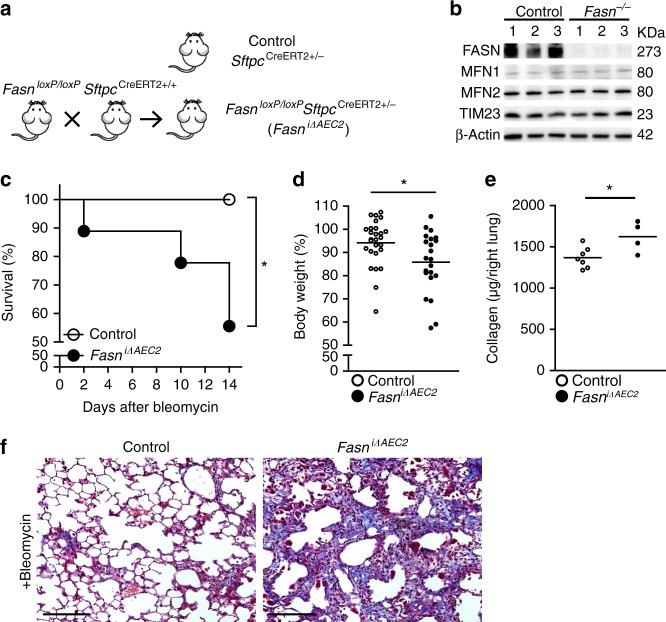
Impaired fatty acid synthesis in AEC2 cells promotes bleomycin-induced lung fibrosis. **a** Schema outlining the generation of mice with tamoxifen-inducible *Fasn* knockout in AEC2 cells. **b** Immunoblots showing MFN1, MFN2, TIM23 and β-actin expression in AEC2 cells from control or *Fasn*^iΔAEC2^ mice (*n* = 3 mice per group). **c**–**e** Kaplan–Meier survival curves (control *n* = 9, *Fasn*^iΔAEC2^ *n* = 9; *p < 0.05, by log-rank test) (**c**), body weight changes (control *n* = 27, *Fasn*^iΔAEC2^ *n* = 22) (**d**) and acid-soluble collagen depositions in right lung (control *n* = 7, *Fasn*^iΔAEC2^ *n* = 4) after bleomycin treatment (**e**) (**d**, **e** the line indicates mean; *p < 0.05, by unpaired Student’s *t* test). **f** Representative Masson’s Trichrome-stained lung sections (200X magnification; scale bar 200 μm) of mice 14 days after bleomycin treatment (*n* = 5 mice per group). Source data (**b**–**e**) are provided as a Source Data file

## Discussion

Here we uncover a critical function for MFN1 and MFN2 in AEC2 lipid metabolism and development of lung fibrosis. In the absence of mitofusins in AEC2 cells, we observe significant morbidity and mortality associated with disordered mitochondrial dynamics, including impairment of surfactant lipid metabolism and the development of spontaneous lung fibrosis.

We herein confirm that mitochondrial damage is a key pathogenic event in AEC2 cell injury and the development of lung fibrosis. Using the AEC2 cell-specific *Sftpc*-promoter, we are capable of introducing mitochondrial damage exclusively in AEC2 cells, supporting prior evidence that persistent AEC2 cell mitochondrial damage is pathogenic in the lung fibrotic process in IPF lungs and murine models^17,18^. Our findings also echo prior studies suggesting that IPF may be a single-cell disease affecting AEC2 cells^35,36^, which may in turn promote the activation of highly activated fibroblasts and myofibroblasts. Although the interaction between AEC2 cells and fibroblasts in the lung fibrotic process is not completely understood, our current work supports the present theory that injury to AEC2 cells hampers the maintenance of the epithelial cell barrier integrity. This in turn may encourage the aberrant alveolar repair process eventually leading to the extensive lung remodeling observed in IPF^35,36^.

Although it is technically difficult to access the role of mitochondrial fusion proteins MFN1 and MFN2 in regulating lipid metabolism in human AEC2 cells from healthy and IPF lungs, in this study we provide evidence that MFN1 and MFN2 regulate lipid metabolism in murine AEC2 cells, which has important ramifications for surfactant lipid production in these cells and importantly for the development of lung fibrosis. Notably, this study confirms mitochondrial fragmentation and increased synthesis of cholesterol, ceramides, and specific glycerophospholipids in response to bleomycin-induced mitochondrial damage. We believe that, in response to mitochondrial damage, AEC2 cells upregulate these lipids as an attempt to maintain surfactant lipid production under conditions of AEC2 cell injury. Loss of surfactant integrity leads to loss of normal lung physiology and may promote the development of lung fibrosis^37–39^. Most interestingly, we herein find that AEC2 cells require mitofusins to engage such lipid metabolic rewiring programs in order to respond to mitochondrial damage. We reveal that MFN1 or MFN2 deficiency abolishes the lipogenic metabolic response in AEC2 cells under bleomycin-induced mitochondrial damage and demonstrate that impaired regulation of lipid metabolism in the *Mfn1/2*^iΔAEC2^ mice drives lung fibrosis. These findings are consistent with prior findings that both human MFN1 and MFN2 are required to restore cholesterol synthesis in *Drosophila* larvae incapable of mitochondrial fusion^40^ and that both Fzo1 (the *Caenorhabditis elegans* homolog of mitofusins in mammalian cells), and lipid synthesis are required for mitochondrial stress adaptation^41^. Our findings are also consistent with mitofusins, particularly MFN2, directly regulating the interaction between the mitochondrial outer membrane and the ER^8,42^. Consistently, such distinct functions of MFN1 and MFN2 are highlighted by the observation that *Mfn2*^iΔAEC2^ mice develop more severe lung fibrosis than the *Mfn1*^iΔAEC2^ mice. In addition, the mechanisms by which *Mfn1*^iΔAEC2^ or *Mfn2*^iΔAEC2^ mice are more susceptible to bleomycin may not fully explain the development of spontaneous fibrosis in the *Mfn1/2*^iΔAEC2^ mice, with *Sftpc* expression reduced in *Mfn1*- or *Mfn2*-deficient AEC2 cells in bleomycin-induced lung fibrosis, but remaining unchanged in *Mfn1/2*-deficient AEC2 cells. 

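No change in the response of *Sftpc* to bleomycin was found with the deletion of *Mfn1* or *Mfn2*. Its interaction was 0.21 ± 0.12 on the log2 scale for the *Mfn1* deletion (adjusted p = 0.732) and 0.11 ± 0.12 for the *Mfn2* deletion (adjusted p = 0.936). After bleomycin, *Sftpc* differed from control by 0.24 ± 0.09 in the *Mfn1* deletion (adjusted p = 0.142) and by 0.00 ± 0.09 in the *Mfn2* deletion (adjusted p = 1), with n = 4 per group. The first of these was called higher without control library 802 (0.34, adjusted p = 0.0334). No libraries of the *Mfn1/2* deletion after bleomycin were used here.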

The differential roles of MFN1 and MFN2 in AEC2 function regulation and lung fibrosis development require further exploration.

Intra-tracheal bleomycin administration induces acute lung inflammation and epithelial cell injury, followed by epithelial cell repair and fibrotic reactions^3,22,43^. In this study, we did not observe any difference in inflammation or altered AEC2 cell death or proliferation in *Mfn1*^iΔAEC2^ and *Mfn2*^iΔAEC2^ mice, suggesting AEC2 cell dysfunction may promote lung fibrosis independent of inflammation and cell injury. Mechanistically, data generated using *PolgA*^D257A/D257A^ mice indicates that failure of mitochondrial bioenergetics alone may not account for the phenotypes observed in the *Mfn1*^iΔAEC2^, *Mfn2*^iΔAEC2^, or *Mfn1/2*^iΔAEC2^ mice. Instead, we put forward a hypothesis whereby transcriptional alterations in key enzymes important for lipid metabolism including the fatty acid synthesis enzyme, FASN regulate lipid synthesis in AEC2 cells after bleomycin treatment. 

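*Fasn* (NM_007988, chromosome 11, 120667272–120685861) was 456 ± 42.7 FPKM after PBS and 415 ± 46.3 after bleomycin in control AEC2 cells (log2 change −0.14 ± 0.12). After bleomycin it was 312 ± 21.9 in the *Mfn1* deletion (log2 change against control −0.41 ± 0.12, adjusted p = 0.0764) and 249.9 ± 41.4 in the *Mfn2* deletion (−0.74 ± 0.12, adjusted p = 2.46e-04). The 4 libraries of each deletion lay below the 4 controls (exact permutation test, p = 0.0286 each). The first change was called after quantile normalization (adjusted p = 0.0348). The second lost its call with lane as a covariate (−0.19). After bleomycin the deletions did not differ from each other at this gene by a called change (−0.33 ± 0.12, adjusted p = 0.109). After PBS it was lower in the *Mfn2* deletion than in the *Mfn1* deletion (−0.62 ± 0.12, adjusted p = 0.00206). *Fasn* was already lower without bleomycin in the *Mfn2* deletion, at 307 ± 62.8 FPKM (log2 change −0.58 ± 0.12, adjusted p = 0.00259). Lane may account for this fall. It shifts the changes after PBS and after bleomycin alike, since the lanes of these treatments match, and they differed by only −0.15 ± 0.17. With lane as a covariate the median of the fatty acid synthesis list after PBS went from −0.39 to 0.00661. The paper puts forward the link from FASN to lipid synthesis as a hypothesis.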

Through AEC2 cell-specific deletion of *Fasn*, we confirm that loss of lipid synthesis in AEC2 cells, upon mitochondrial damage exacerbates lung fibrosis in murine models. Similar to our findings, others have shown that perturbed long-chain fatty acid synthesis in AEC2 cells aggravates bleomycin-induced lung fibrosis^44^. Our results are also supported by findings of abnormal lipid profiles in the BALF^45^ and altered lipid synthesis in the lungs^46^ and AEC2 cells from IPF patients^20^. These findings also re-emphasize the critical role for and the proper composition of alveolar surfactant in maintaining the function and the intactness of the lung during lung injury^37,38^. Although the mechanistic link between impaired lipid synthesis in AEC2 cells and fibroblast activation requires further investigation, our data suggest that alterations in the lipidome of the lung microenvironment may promote the activation of fibroblasts and myofibroblasts. Interestingly, FASN has been identified as a TGF-β-regulated target in fibroblasts in vitro and in response to bleomycin in vivo and pharmacologically inhibiting this pathway reverses the pro-fibrotic response in the lung^47^. These findings suggest that lipid synthesis may play a distinct role in AEC2 cells and fibroblasts of the lung.

In addition to altered lipid metabolism we observed another metabolic feature of cells with mitochondrial damage^48^, namely, the upregulation of de novo purine synthesis, a common feature between *Mfn1/2*^−/−^ AEC2 cells at baseline and *Mfn1*^−/−^ or *Mfn2*^−/−^ AEC2 cells after bleomycin treatment. 

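Of the genes of de novo purine synthesis, *Ppat* (NM_172146, chromosome 5, 77342274–77380603) changed by −0.20 ± 0.07 in the *Mfn1* deletion after bleomycin, −0.12 ± 0.07 in the *Mfn2* deletion after bleomycin and −0.01 ± 0.09 in the *Mfn1/2* deletion. *Gart* (NM_010256, chromosome 16, 91621642–91647217) changed by 0.12 ± 0.05 in the *Mfn1* deletion after bleomycin, −0.02 ± 0.05 in the *Mfn2* deletion after bleomycin and −0.16 ± 0.05 in the *Mfn1/2* deletion. *Paics* (NM_025939, chromosome 5, 77380436–77396531) changed by −0.03 ± 0.04 in the *Mfn1* deletion after bleomycin, 0.05 ± 0.04 in the *Mfn2* deletion after bleomycin and 0.49 ± 0.05 in the *Mfn1/2* deletion. *Adssl1* (NM_007421, chromosome 12, 113858258–113879566) changed by 0.00 ± 0.10 in the *Mfn1* deletion after bleomycin, 0.37 ± 0.10 in the *Mfn2* deletion after bleomycin and 0.50 ± 0.11 in the *Mfn1/2* deletion. None of the 11 tested genes was called in the *Mfn1* deletion (0 when adjusted over the list alone, with an unadjusted p under 0.05 in 2). In the *Mfn2* deletion the only called gene was *Adssl1*, from 67.1 ± 2.83 to 87.1 ± 4.63 FPKM (adjusted p = 0.0130, n = 4), and it lost the call with lane as a covariate (0.07). In the *Mfn1/2* deletion *Paics* rose from 77.0 ± 5.11 to 108 ± 2.25 FPKM (adjusted p = 1.25e-07, n = 3) and *Adssl1* from 40.0 ± 6.79 to 56.5 ± 1.35 FPKM (adjusted p = 0.00399). Adjusted over the list alone, 3 genes were higher and 1 lower there. The median log2 changes of the list were −0.03, 0.05 and −0.00459 in the 3 comparisons, and that of the *Mfn1/2* deletion turned to 0.02 after median scaling. Camera called none of them (adjusted p = 0.247, 0.670 and 0.0989).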

We hypothesize that the robust upregulation of purine metabolism in AEC2 cells may promote lung fibrosis indirectly by impairing lipid metabolism in AEC2 cells. The correct regulation of purine and lipid metabolism during mitochondrial damage is important for the diversion and utilization of common upstream substrates shared by both of these pathways, and our data indicate that mitofusins and mitochondrial fusion are essential in balancing such metabolic reprogramming. The biological significance of increased purine synthesis upregulation is not yet clear, but may occur as a compensatory mechanism to ATP synthesis when mitochondrial bioenergetic function is impaired^49^. Altered purine synthesis has been shown to promote lung inflammation and collagen deposition in murine models^50^ and inhibiting purine synthesis may offer therapeutic potential for IPF^51^. Collectively, the marked upregulation of purine metabolism in *Mfn1/2*^−/−^ AEC2 cells and in bleomycin-treated *Mfn1-* or *Mfn2-*deficient AEC2 cells may play a direct role in promoting lung fibrosis, and the pathogenic role of AEC2-specific purine metabolism warrants future investigation.

Our findings of impaired mitophagy in MFN2-deficient MLE 12 cells are consistent with previous studies demonstrating that MFN2 regulates mitophagy and autophagy^14,16,52^. However, despite the key role for MFN2 and possibly MFN1 in mitophagy regulation in AEC2 cells, *Mfn1*^iΔAEC2^ and *Mfn2*^iΔAEC2^ mice did not develop lung fibrosis, suggesting that mitofusin-related mitophagy regulation might not be the most critical mechanism accounting for lung fibrosis in the *Mfn1/2*^iΔAEC2^ mice. Currently, the cell-specific role of PINK1 and other mitophagy related pathways in the development of lung fibrosis is controversial; with some showing that global *Pink1* deficiency promotes pulmonary fibrosis^17,18^ and others demonstrating that *Pink1* deficiency in lung macrophages is anti-fibrotic^53^. Further studies into the AEC2 cell-specific role of PINK1 and mitophagy in the development of pulmonary fibrosis are required.

In conclusion, we reveal a function for MFN1 and MFN2 in mediating lung fibrosis by regulating lipid metabolism in response to mitochondrial injury in AEC2 cells of the lung, supporting the mitochondrion as a critical signaling and metabolic hub in AEC2 cells, required to modulate and control AEC2 cellular adaptation to lung fibrosis. We herein show that impaired mitochondrial damage-associated changes in lipid metabolism in AEC2 cells alter the crucial production of cholesterol and phospholipids required for surfactant synthesis and alveolar homeostasis in the lungs, and that loss of surfactant lipids as regulated by MFN1/2 disrupts the maintenance of epithelial barrier intactness and drives the fibrotic process. We thus present here the mitocentric concept that the failure of the AEC2 cell to engage in the correct metabolic and transcriptional program in response to mitochondrial damage, drives AEC2 cell injury and subsequent disordered fibrotic remodeling in the pathogenesis of lung fibrosis.

## Methods

### Mice

*Mfn1*^*loxp/loxp*^ (stock 029901-UCD) and *Mfn2*^loxp/loxp^ (stock 029902-UCD) mice were both generated by David C Chan^12^, and were purchased from Mutant Mouse Resource & Research Centers (MMRRC). *Sftpc*^CreERT2+/+^ mice were shared from Dr. Brigid Hogan^22^. *PolgA*^D257A/D257A^ mice were purchased from the Jackson Laboratory^29^. *Fasn*^loxp/loxp^ mice were kindly provided by Dr. Clay F Semenkovich, Washington University School of Medicine^33^. To generate mice with tamoxifen-inducible *Mfn1*, *Mfn2*, *Mfn1/2* or *FASN* deletion specifically in AEC2 cells, *Mfn1*^loxp/loxp^, *Mfn2*^loxp/loxp^ and *Fasn*^*loxp/loxp*^ were crossed to *Sftpc*^*CreERT2+/+*^ mice. To induce recombination by CreERT2, 6 consecutive intraperitoneal tamoxifen (100 mg/kg/dose; catalog T5648, Sigma-Aldrich) injections, prepared using sunflower seed oil (catalog S5007, Sigma-Aldrich), were given from 5 weeks of age^24^. *Sftpc*^*CreERT2*^^+/−^ or *Sftpc*^*CreERT2+/+*^ mice were used as control for experiments. Additionally, *ROSA26*^tdTomato+/+^ mice (stock 007914) were purchased from the Jackson Laboratory^54^, and were bred with *Sftpc*^CreERT2+/+^ to express tamoxifen-inducible tdTomato fluorescence in AEC2 cells^22^. To sort AEC2 cells with loss of MFN1 or MFN2 through tamoxifen-inducible tdTomato fluorescence, *ROSA26*^tdTomato+/+^ mice were crossed to *Mfn1*^loxp/loxp^ or *Mfn2*^loxp/loxp^ mice to respectively generate *Mfn1*^loxp/loxp^*ROSA26*^tdTomato+/+^ or *Mfn2*^loxp/loxp^*ROSA26*^tdTomato+/+^ mice, which were subsequently crossed to *Mfn1*^*loxp/loxp*^*Sftpc*^*CreERT2+/+*^ or *Mfn2*^loxp/loxp^*Sftpc*^CreERT2+/+^ mice. *ROSA26*^*tdTomato*^^+/−^*Sftpc*^CreERT2^^+/−^ mice were used as the control. All animal experiments and procedures in this study were approved by the Institutional Animal Care and Use Committee at Weill Cornell Medicine, and were performed in compliance with all relevant ethical regulations.

### Bleomycin model of lung fibrosis

12-week-old sex and weight matched mice were used for bleomycin instillations. Induction of anesthesia was performed in the induction chamber by 3.5% Isoflurane, and 0.5−0.75 mg/kg bleomycin (catalog 13877, Cayman Chemical Company) in 50 μL phosphate-buffered saline (PBS) was then given by intra-tracheal instillation, through gel-loading tips under the assistance of direct laryngoscopy using the otoscope^26,55^. Control mice received intra-tracheal instillation of 50 μL PBS only. The weight of mice was recorded before and every 2 days after bleomycin treatment. Mice were euthanized at different time points after bleomycin instillation for sample harvest as outlined in the manuscript and figure legends.

### Sircol assay

Murine lungs were harvested 14 days after bleomycin or PBS instillation for quantification of the acid soluble collagen, using the Sircol assay (catalog S1000, Biocolor). Murine lungs were first perfused using PBS, and the right lungs were obtained for the measurements, according to the manufacturer’s instructions.

### Bronchoalveolar lavage

After the mouse was euthanized, the trachea was intubated with a 20-gauge catheter (Terumo). Murine lungs were lavaged with 0.7-ml ice cold PBS 3 times (a total of 2.1 ml), and the BALF was collected. After centrifugation at 500 × *g* for 5 min at 4 °C, the supernatant was aliquoted and stored at −80 °C; BALF protein concentration was measured using BCA protein assay kit (Thermo Fisher). Cell pellets were re-suspended in 100 μL PBS. The cell number was quantified using 10 μL cell suspension by a Countess II Automated Cell Counter (Thermo Fisher), and cytospin slides were prepared using 40 μL of the cell suspension with 160 μL of PBS [28.23 × *g* (500 r.p.m.) for 5 min]. Slides were stained using the Hemacolor Rapid staining kit (EMD Millipore), and the numbers of macrophages, leukocytes and neutrophils were counted in a total of at least 200 cells.

### Isolation of murine AEC2 cells through MACS separation

AEC2 cells were isolated from murine lungs^23^. Mice were euthanized by intraperitoneal injection of 8 mg pentobarbital, and a thoracotomy was performed. Murine lungs were perfused through the right ventricle using PBS, and then inflated with 1.5 mL dispase (catalog 354235, BD Biosciences) and 0.5 mL 1% low-melting point agarose (catalog 16520–050, Invitrogen). After cooling on ice for 2 min, the lungs were excised and were transferred to a 50 ml polypropylene tube containing 2 mL dispase. After digestion for 45 min at room temperature, the lungs were homogenized manually using the plunger of a 1 mL syringe in a 10 cm petri dish with Dulbecco’s modified Eagle’s medium (DMEM) containing 200 U/mL DNase (catalog D-4527, Sigma-Aldrich). After filtration sequentially through 100, 40 μm (BD Biosciences), and 0.22 μm (EMD Millipore) strainers, and centrifugation (200 × *g* at 4 °C for 10 min), the supernatant was discarded and the cell pellets were then suspended in MACS buffer (90 μL/10^7^ cells). MACS buffer composes of PBS containing 0.5% bovine serum albumin (catalog 130–091–376, Miltenyi Biotec) and 2 mM EDTA (AM9260G, Invitrogen). The cell suspensions were then negatively selected for anti-mouse CD45 microbeads (10 μL/10^7^ cells; catalog 130–052–301, Miltenyi Biotec), followed by positive selection with biotin-conjugated anti-mouse EpCAM antibody (1:150; catalog 13–5791–82, eBioscience), streptavidin microbeads (10 μL/10^7^ cells; catalog 130–048–102, Miltenyi Biotec) and anti-mouse FcR blocking reagent (10 μL/10^7^ cells; catalog 130–092–575, Miltenyi Biotec), through MACS separation columns. All the reagents for cell selection were diluted using MACS buffer. The resulting CD45(-)EpCAM(+) population was enriched for AEC2 cells (purity ~94% by flow cytometric analysis and quantification by immunofluorescence staining; please *see* flow cytometric and immunofluorescence staining methods below).

### Immunofluorescent staining of isolated AEC2 Cells

To quantify the AEC2 purity in MACS-isolated CD45(-)EpCAM(+) populations, we performed immunofluorescent staining of surfactant protein C (SP-C) using cytospin slides. After isolation, the CD45(-)EpCAM(+) cells were fixed by 4% PFA in a flow cytometry tube for 12 min at room temperature, and were transferred to slides by cytospin centrifugation at 13.83 × *g* (350 r.p.m.) for 3 min. The CD45(−)EpCAM(−) population was used to prepare cytospin slides for negative control. Blocking and permeabilization were performed at room temperature for 1 h, using a buffer containing 5% normal goat serum (Vector Laboratories) and 0.3% Triton X-100 (Sigma-Aldrich) in tris-buffered saline (TBS). Cells were incubated overnight with a primary antibody generated to SP-C (1:1000 in blocking buffer, EMD Millipore ABC99) in a humidified chamber at 4 °C. Sixteen to 24 h later, the cells were incubated with the Alexa Fluor-488-conjugated secondary antibody (Thermo Fisher) for 1 h at room temperature. Hoechst 33342 (1:1000 dilution in TBS) was used to stain the nucleus. The slides were mounted using Prolong Gold antifade solution (Invitrogen), and the images of the slides were obtained by confocal microscopy (Zeiss LSM 880 laser scanning microscope).

### Flow cytometry analysis

Flow cytometric analyses of EpCAM or SP-C positivity were performed using a LSRFortessa cell analyzer (BD Biosciences). For the staining of EpCAM, cells were fixed by 1% PFA for 15 min at room temperature, followed by EpCAM binding with biotin-conjugated anti-EpCAM (1:50; eBioscience) and anti-mouse FcR blocking reagent (1:10; catalog 130–092–575, Miltenyi Biotec) for 1 h on ice. After washing, a FITC-conjugated anti-biotin antibody (1:10; catalog 130–098–796, Miltenyi Biotec) was added for 10 min on ice in the dark. After further washing, the samples were used for flow cytometric analyses. SP-C intracellular staining for flow cytometric analysis was the same as the protocol for immunofluorescent SP-C staining using cytospin slides. mtKeima experiments were carried out to assess mitophagy induction. To induce mitophagy, cells with mtKeima expression were treated with the combination of oligomycin and antimycin A (4 μM/5 μM; Sigma-Aldrich) for 24 h. Mitophagy measurement was performed by the pH-sensitive mtKeima fluorescence by the excitation using 405 nm (for detecting mtKeima at pH 7.0) and 561 nm (for detecting acidic mtKeima at pH 4.0) lasers^25,56,57^. The intensity of mitophagy was calculated by the ratio of cell percentage with acidic mtKeima (upper gate) to cell percentage with neural mtKeima (lower gate) (see also Supplementary Fig. 3h). The flow cytometric data were analyzed with FlowJo analytical software (version 10) (https://www.flowjo.com./) (BD Biosciences).

### AEC2 cell isolation by tdTomato fluorescence

To isolate AEC2 cells through tdTomato fluorescence, whole lung cell suspension was obtained after digestion and homogenization of mouse lungs, as described for AEC2 cell isolation by MACS separation. DAPI (0.1 μg/mL) was added to assess cell viability. Flow cytometric cell sorting was then performed by an Influx cell sorter (BD Biosciences) (see also Supplementary Fig. 1a).

### Genotyping for *Mfn1* deletion in AEC2 cells

DNA samples were extracted from AEC2 cells obtained from *Sftpc*^*CreERT2*^^+/−^, *Mfn1*^iΔAEC2^, *Mfn1/2*^iΔAEC2^, control^tdTomato-AEC2^, and *Mfn1*^iΔAEC2/tdTomato-AEC2^ mice using DNeasy blood and tissue kit (Qiagen), and were used for genotyping through PCR reactions and the subsequent resolution by agarose gel electrophoresis, based on the protocol by MMRRC (forward 5′-TTGGTAATCTTTAGCGGTGGTC-3′, reverse 5′-TTAAAGACACGGCTAATGGCAG-3′).

### Real-time qPCR for quantification of mtDNA copy number

DNA samples were extracted from isolated AEC2 cells, and were used for the real-time qPCR, using primers for *Nd2* gene of mitochondrial genome (forward 5′-CTATCACCCTTGCCATCAT-3′, reverse 5′-GAGGCT-GTTGCTTGTGTGAC-3′) and *Pecam* gene of nuclear genome (forward 5′-ATGGAAAGCCTGCCATCATG-3′, reverse 5′-TCCTTGTTGTTCAGCATCAC-3′)^13^ and SYBR green PCR master mix (Applied Biosystems), in the ABI PRISM 7500 Real-Time PCR System (Applied Biosystems). mtDNA copy number was calculated relative to genomic DNA (gDNA) copy number, through the 2^-ΔΔCt^ method.

### Cell lines

The murine AEC2 cell line MLE 12 and human AEC2 cell line A549 were purchased from ATCC (CRL-2100 and CCL-185, respectively), and were maintained in RPMI 1640 medium containing 10% FBS and 1% penicillin-streptomycin (Gibco). For stable knockdown of *Mfn1* or *Mfn2* in MLE 12 cells, independent small hairpin RNA (shRNA) targeting of *Mfn1* (TRCN0000081398, TRCN0000081401, and TRCN0000081402; Sigma-Aldrich) or *Mfn2* (TRCN0000080610, TRCN0000080611 and TRCN0000080612; Sigma-Aldrich) were used, and non-target shRNA (SHC016; Sigma-Aldrich) served as the control. MLE 12 cells were transduced by shRNA lentiviral particles, followed by puromycin (2 μg/mL; catalog A11138–03, Gibco) positive selection for 10–14 days, and were then maintained in RPMI 1640 medium containing 2 μg/mL puromycin and 0.5% penicillin-streptomycin. Retroviral packaging plasmids were gifts from David C Chan. The retroviral construct pCHAC-mt-mKeima was a gift from Richard Youle (Addgene plasmid #72342)^25,56^, and was used to express mtKeima in MLE 12 cells through retroviral transduction. Cell sorting by Influx sorter (BD Biosciences) was performed to obtain mtKeima-positive cells. Based on manufacturer’s instructions, A549 cells were transfected with non-targeting control siRNA (Dharmacon, D-001206-14-05) or siRNA targeting at human *Mfn1* (Dharmacon SMARTpool, M-010670-01-0005) or *Mfn2* (Dharmacon SMARTpool, M-012961-00-0005) mRNA using Lipofectamine® RNAiMAX Transfection Reagent (Life Technologies). The above cell lines were free of mycoplasma infection, assessed using EZ-PCR^TM^ Mycoplasma detection kit (Biological Industries).

### Immunoblots

Immunoblotting was performed using lysates of MLE 12 or MACS®-isolated AEC2 cells. RIPA buffer with protease inhibitor cocktail (Cell Signaling Technology) was used to prepare the lysates, and the protein concentrations were measured using BCA protein assay (Thermo Fisher). Proteins were resolved by NuPAGE 4–12% Bis-Tris gel or 3–8% Tris-Acetate gel (Invitrogen) electrophoresis, followed by transfer to PVDF membranes (EMD Millipore). For immunoblots using A549 lysates, proteins were resolved using 8% Tris-glycine gels. The following primary antibodies were used to detect murine MFN1 (1:1000, Antibodies Incorporated 75–162), human MFN1 (1:1000, Proteintech 13798-1-AP), MFN2 (1:1000, Cell Signaling Technology 9482), OPA1 (1:1000, GeneTex GTX48589), DRP1 (1:500, BD Biosciences, 611112), FASN (1:1000, Cell Signaling Technology 3180), TIM23 (1:1000, BD Biosciences 611223) and β-Actin (1:5000, Sigma-Aldrich A2228). The horseradish peroxidase (HRP)-conjugated secondary antibodies, anti-rabbit IgG (1:5000, Santa Cruz sc-2004 or GeneTex 213110) and anti-mouse IgG (1:5000, Santa Cruz sc-2005 or BioLegend 405306), were used. Densitometric quantification of bands was carried out using FIJI running ImageJ software (version 1.52b) (https://fiji.sc/), normalizing to β-actin as a loading control. All the full blots can be found online in the Source Data file.

### Lung histology and immunohistochemistry (IHC) staining

For histological examination, murine lungs were inflated by 1.2 mL 4% paraformaldehyde (PFA) (Electron Microscopy Sciences), and then transferred to a 50-ml polypropylene tube containing 10 mL 4% PFA. After 24-h of fixation at 4 °C, the lobes of the mouse lungs were separated, and transferred to tissue cassettes (Tissue-Tek). The tissue cassettes were then immersed in 70% ethanol at 4 °C. Primary antibodies against vimentin (1:100, Cell Signaling Technology, 5741), α-smooth muscle actin (1:640, Cell Signaling Technology, 19245), and collagen III (1:1000, Abcam, ab7778) were used for IHC staining. For IHC staining, the paraffin-embedded lung sections were first baked and deparaffinized. To retrieve antigen, the slides were heated on the Bond III Autostainer at 99–100 °C, and the sections subjected to sequential incubation with an endogenous peroxidase block, primary antibody, secondary antibody, polymer, diaminobezidine, and hematoxylin. Finally, the sections were dehydrated in 100% ethanol, and mounted in Cytoseal XYL (Richard Allan Scientific). Appropriate positive and negative controls were included.

### Immunofluorescent staining of mouse lung cryosections

To prepare lung cryosections for immunofluorescent staining, murine lungs were inflated using 1.2 mL 4% PFA. The lungs were then excised and transferred to a 50 mL polypropylene tube containing 10 mL 4% PFA for 24-hour fixation at 4 °C. After fixation, the lobes were separated, and transferred to 30% sucrose (Sigma-Aldrich) solution for 24 h at 4 °C. Thereafter, the lung lobes were placed in a cryomold (Tissue-Tek), and embedded by optimum cutting temperature (OCT) formulations. The samples were then stored at −80 °C, and 15-μm-thick cryosections were retrieved on silane-coated slides immediately before immunofluorescent staining. Blocking and permeation of the cryosections was performed using TBS buffer containing 5% normal donkey serum (Jackson ImmunoResearch) and 0.3% Triton X-100 (Sigma-Aldrich). Primary antibodies against SP-C (1:1000, EMD Millipore ABC99), podoplanin (1:100, R&D Systems AF3244), and Ki-67 (1:500, Abcam, ab15580), and secondary antibodies against goat IgG (linked to Alexa Fluor-488) or rabbit IgG (linked to Alexa Fluor-488 or Alexa Fluor-568) (1:500, Thermo Fisher), were all diluted in blocking buffer, and were used for staining the cryosections. A primary antibody against ER-TR7 was conjugated with Alexa Fluor-647, and was used to stain fibroblasts (1:50, Santa Cruz sc-73355 AF647). Cryosections were covered with diluted primary antibodies and incubated in a humidified chamber overnight at 4 °C. Sixteen to 24 h later, the cryosections were incubated with secondary antibodies for 1 h under room temperature, with protection from light exposure. Hoechst 33342 (1:1000 dilution in TBS) was used to stain the nucleus. The slides were mounted using Prolong Gold antifade solution (Invitrogen), and the images of the slides were obtained by confocal microscopy.

### TUNEL staining

Mouse lung cryosections were used for TUNEL staining by ApoAlert^TM^ DNA fragmentation assay kit (Clontech), according to the manufacturer’s instructions with some modifications. Cryosections were permeabilized with PBS containing 0.2% Triton X-100 at 4 °C for 5 min. The samples were then covered with the equilibration buffer for 10 min at room temperature. The TdT incubation buffer was prepared according to the manufacturer’s protocol, and was added onto the samples. The slides were then placed in a humidified chamber with light protection, and were incubated at 37 °C for 1 h. SSC (saline-sodium citrate) solution (2X) was then used to immerse the slides at room temperature for 15 min, and Hoechst 33342 (1:1000) was used to stain the nucleus. The slides were mounted using Prolong Gold antifade solution (Invitrogen), and the images were obtained by confocal microscopy.

### Confocal microscopy

Confocal microscopy was used to obtain images of immunofluorescent staining, and for the visualization of mitochondria in MLE 12 and A549 cells. A Zeiss LSM 880 laser scanning microscope equipped with ×25/0.8, ×40/1.3, and ×63/1.4 oil immersion objectives was used for image acquisition. The fluorophores were excited with a 405 nm laser diode (Hoechst 33342), a 488 nm argon laser (Alexa Fluor-488), a 561 nm diode-pumped solid-state laser (Alexa Fluor-568), or a 633 nm HeNe laser (Alexa Fluor-647). To observe mitochondrial morphology in MLE 12 and A549 cells, cells were cultured in glass-bottom dishes (MatTek Corporation). Mitochondria were stained by 200 nM MitoTracker Green (Invitrogen) at 37 °C for 30 min. DMEM medium free of phenol red was used to wash the cells and for maintaining the cells for live-cell imaging. The fluorescence of MitoTracker Green was excited by a 488 nm argon laser. Tubular mitochondria were considered when mitochondria were not in spherical shape, and cells with <50% tubular mitochondria were determined when less than half of the mitochondria were in tubular shape^58^.

### Transmission Electron Microscopy (TEM)

Fixatives for TEM sample preparation were composed of 4% paraformaldehyde, 2.5% glutaraldehyde, 0.02% picric acid in 0.1 M sodium cacodylate buffer (pH 7.3). Murine lungs were inflated with 1.2 mL TEM fixative, and were then excised and transferred to a 50 mL polypropylene tube containing 10 mL TEM fixative, and were submitted to the WCMC Microscopy and Image Analysis Core Facility for sample processing and image acquisition. A Jeol electron microscope (JEM-1400) was used to obtain images with an accelerating voltage of 100 kV. AEC2 cells were identified according to the appearance of lamellar bodies and the microvilli at the apical cell membrane. The quantification of the number (#/μm^2^ cytosolic area) and the area (μm^2^) of mitochondria or lamellar bodies was performed using FIJI running ImageJ software.

### RNA-Seq analysis in AEC2 cells

RNA samples were obtained from MACS-isolated AEC2 cells from *Sftpc*^CreERT2+/+^ and *Mfn1/2*^iΔAEC2^ mice, or from AEC2 cells isolated by tdTomato(+) cell sorting from control^tdTomato-AEC2^, *Mfn1*^iΔAEC2/tdTomato-AEC2^, and *Mfn2*^iΔAEC2/tdTomato-AEC2^ mice. RNA was extracted using TRIzol reagent (Invitrogen), and was purified by the RNeasy Plus Mini Kit (Qiagen), together with DNA digestion with the RNA free DNase set (Qiagen). The RNA samples were then submitted to Genomic Resource Core Facility of WCMC. RNA quality was determined by 260:280 ratio and the RNA integrity number (RIN) determined by an Agilent Technologies 2100 Bioanalyzer. Only high quality RNA samples with a 260:280 ratio > 1.6 and a RIN > 7 were used for the library construction using the TruSeq Stranded mRNA Library Preparation kit (Illumina), according to manufacturer’s instructions. The cBot fluidic device (Illumina) was used to hybridize samples onto a flow cell and to generate cloncal clusters of the DNA fragments. The sequencing was performed on the HiSeq4000 sequencer (Illumina). The raw sequencing reads in binary base call (BCL) format were processed through bcl2fastq 2.19 (Illumina) for FASTQ format conversion and demultiplexing. RNA reads were aligned and mapped to the mm9 mouse reference genome by TopHAEC2 (version 2.0.11) (https://ccb.jhu.edu/software/tophat/index.shtml)^59^, and transcriptome reconstruction was performed by Cufflinks (version 2.1.1) (https://cole-trapnell-lab.github.io/cufflinks/), with gene names based on National Center for Biotechnology Information (NCBI) Entrez Gene. The abundance of transcripts was measured with Cufflinks in Fragments Per Kilobase of exon model per Million mapped reads (FPKM)^60,61^. Differentially expressed genes were identified using the Limma package (http://bioconductor.org/packages/release/bioc/html/limma.html)^62^. To assess the differential expression, p-values were derived from linear modelling and empirical Bayes moderation and adjusted for multiple testing by the Benjamini-Hochberg method. Gene ontology (GO) over-representation analysis was performed using the clusterProfiler package (http://bioconductor.org/packages/release/bioc/html/clusterProfiler.html)^63^. GO terms related to biological process were used, and adjusted p-values for multiple testing were calculated based on the Benjamini-Hochberg method. The over-representative GO terms were constructed into a enrichment map^64^ where the geometric mean of the Jaccard and overlap coefficients between GO-associated gene sets was used at a cutoff of 0.5 to connect related GO terms. The enrichment maps were visualized by Cytoscape (version 3.6.1), and the functional clusters were highlighted and labeled manually. Heat maps were plotted using Heatmap Illustrator software (Heml 1.0) (hemi.biocuckoo.org)^65^ and the pheatmap package (https://github.com/raivokolde/pheatmap), based on the z scores calculated using the gene expressions by FPKM.

### Lipidomic profiling in AEC2 cells

MACS-isolated AEC2 cells from 1 to 2 mice formed one sample for lipidomic analyses. AEC2 cells were snap frozen by liquid nitrogen immediately after isolation, and were stored at −80 °C before lipidomic profiling. Samples were submitted to the Columbia University Lipidomics Core Laboratroy^66,67^. Lipids were extracted from equal amounts of material (50 μg protein/sample). Lipid extracts were prepared using a modified Bligh and Dyer procedure^68,69^, spiked with appropriate internal standards, and analyzed using a 6490 Triple Quadrupole LC/MS system (Agilent Technologies). Glycerophospholipids and sphingolipids were separated with normal-phase HPLC as described before^69^, with a few modifications. An Agilent Zorbax Rx-Sil column (inner diameter 2.1 × 100 mm) was used under the following conditions: mobile phase A (chloroform:methanol:1 M ammonium hydroxide, 89.9:10:0.1, v/v) and mobile phase B (chloroform:methanol:water:ammonium hydroxide, 55:39.9:5:0.1, v/v); 95% A for 2 min, linear gradient to 30% A over 18 min and held for 3 min, and linear gradient to 95% A over 2 min and held for 6 min. Sterols and glycerolipids were separated with reverse-phase HPLC using an isocratic mobile phase as before^69^ except with an Agilent Zorbax Eclipse XDB-C18 column (4.6 × 100 mm). Quantification of lipid species was accomplished using multiple reaction monitoring (MRM) transitions that were developed in earlier studies^69^ in conjunction with referencing of appropriate internal standards: PA 14:0/14:0, PC 14:0/14:0, PE 14:0/14:0, PI 12:0/13:0, PS 14:0/14:0, SM d18:1/12:0, D_7_-cholesterol, CE 17:0, MG 17:0, 4ME 16:0 diether DG, D_5_-TG 16:0/18:0/16:0 (Avanti Polar Lipids, Alabaster, AL). Lipid levels for each sample were calculated relative to the spiked internal standards. For lipidomic analysis in AEC2 cells in the bleomycin model, the fold changes of the lipid levels in AEC2 cells after bleomycin treatment were calculated relative to the levels in AEC2 cells after PBS treatment, and were log_2_-transformed. The heatmap was plotted based on the log_2_(fold change), using Heatmap Illustrator software (Heml 1.0)^65^.

### Statistical analysis

Data are represented as outlined in the figure legends. Unpaired Student’s t-test was used for the comparisons between two groups, and one-way ANOVA with post-hoc Bonferroni test was used for multi-group comparisons. The log-rank test was used to compare the differences of the survival between two groups. The detailed statistical analyses for RNA-seq data were described in the method details of RNA-seq. A two-sided *p* value <0.05 was statistically significant. All analyses were performed using SPSS version 17.0 (IBM Corporation) or GraphPad Prism version 5.0 (GraphPad Software).

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Source Data File

## Data Availability

RNA-seq data have been deposited in Gene Expression Omnibus (GEO) under the accession code GSE115730. All data and methods relevant to the findings of this study are available from the corresponding authors at request. All the TEM and confocal microscopy images in the figures and supplementary figures have been deposited in Mendeley online data repository (doi:10.17632/29v5w97mx4.3). The source data underlying Figs. 1c, d, 2c, e, f, 3c–e, 4a, b, d, 5c, e, 7b–e, 8b–e, and Supplementary Fig. 1c–e, 2c, d, 4a–c, f, 5g, 6a–c, 7a–d, 10c and 11b, d are provided as the Source Data file.

# Supplementary material for: Mitofusins regulate lipid metabolism to mediate the development of lung fibrosis
**Source:** Nat Commun. 2019 Jul 29;10:3390. doi: 10.1038/s41467-019-11327-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Supplementary Files**

**File Name:** **Supplementary Data 1**

**Description:** Functional enrichment analyses of differential transcripts (adjusted p < 0.001 and fold change > 1.2) between AEC2 cells isolated from mice treated with bleomycin and AEC2 cells from control.

**File Name:** **Supplementary Data 2**

**Description:** Functional enrichment analyses of differential transcripts (adjusted p < 0.05) between Mfn1-/- or Mfn2-/- AEC2 cells and control AEC2 cells at baseline. We further identified the common GO terms enriched in the differentially expressed genes of both Mfn1-/- and Mfn2-/- AEC2 cells.

**File Name:** **Supplementary Data 3**

**Description:** Functional enrichment analyses of differential transcripts (adjusted p < 0.05) between Mfn1-/- or Mfn2-/- AEC2 cells and control AEC2 cells isolated from mouse lungs 5 days after bleomycin treatment. We further identified the common GO terms enriched in the differentially expressed genes of both Mfn1-/- and Mfn2-/- AEC2 cells in the bleomycin-induced lung fibrosis model.

**File Name:** **Supplementary Data 4**

**Description:** Functional enrichment analyses of differential transcripts (adjusted p < 0.05) between Mfn1/2-/- AEC2 cells and control AEC2 cells at baseline.

# Supplementary material for: Mitofusins regulate lipid metabolism to mediate the development of lung fibrosis
**Source:** Nat Commun. 2019 Jul 29;10:3390. doi: 10.1038/s41467-019-11327-1
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

n/a

Data analysis

- Analyses of TEM Images, immunoblots, and immunofluorescent images were performed using FIJI running Image J software (version 1.52b).
- FlowJo analytical software (version 10) was used for analyses of flow cytometric data.
- For RNA-seq analysis: The raw sequencing reads in binary base call (BCL) format were processed through bcl2fastq 2.19 (Illumina) for FASTQ format conversion and demultiplexing. RNA reads were aligned and mapped to the mm9 mouse reference genome by TopHAEC2 (version 2.0.11), and transcriptome reconstruction was performed by Cufflinks (version 2.1.1). The abundance of transcripts was measured with Cufflinks in Fragments Per Kilobase of exon model per Million mapped reads (FPKM). Differentially expressed genes were identified using the limma package (<http://bioconductor.org/packages/release/bioc/html/limma.html>). To assess the differential expression, p-values were derived from linear modelling and empirical Bayes moderation and adjusted for multiple testing by the Benjamini-Hochberg method. Gene ontology (GO) over-representation analysis was performed using the clusterProfiler package (<http://bioconductor.org/packages/release/bioc/html/clusterProfiler.html>). The enrichment maps were visualized by Cytoscape (version 3.6.1), and the functional clusters were highlighted and labeled manually. Heat maps were plotted using Heatmap Illustrator software (Heml 1.0) ([hemi.biocuckoo.org](http://hemi.biocuckoo.org)) and the pheatmap package (<https://github.com/raivokolde/pheatmap>), based on the z scores calculated using the gene expressions by FPKM.
- For heatmap generation using lipidomic data, Heatmap Illustrator software (Heml 1.0) ([hemi.biocuckoo.org](http://hemi.biocuckoo.org)) was used.
- All statistical analyses were performed using SPSS version 17.0 (IBM Corporation) or GraphPad Prism version 5.0 (GraphPad Software)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-seq data have been deposited in Gene Expression Omnibus (GEO) under the accession code GSE115730. All data and methods relevant to the findings of this study are available from the corresponding authors at request. All the TEM and confocal microscopy images in the figures and supplementary figures have been deposited in Mendeley online data repository (doi:10.17632/29v5w97mx4.3). The source data underlying Fig. 1c,d, 2c, e, f, 3c-e, 4a, b, d, 5c, e, 7b-e, 8b-e, and supplementary Fig. 1c-e, 2c, d, 4a-c, f, 5g, 6a-c, 7a-d, 10c and 11b, d are provided as the Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes for all experiments were made as large as possible to ensure the robustness of the results. For bleomycin-induced lung fibrosis, many experiments include at least 9 mice, and at least 2-3 individual experiments were performed. Statistics were calculated across all biological and technical replicates. For RNA sequencing analysis, AEC2 cells from at least 3-4 mice per group were isolated. For lipidomic analysis, AEC2 cells from 3-8 mice were isolated to form 3-4 samples. For TEM image analysis, AEC2 cells from 2-3 mice were randomly selected for quantification. All the details about the sample size for each experiment were described in the respective figure legends. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | All the reported findings are based on multiple biological and technical repeats, and can be reproduced without difficulties.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Randomization   | For bleomycin-induced lung fibrosis model, mice in different experimental groups were matched for age, gender and weight, and were selected randomly among mice with specific genotypes. Both males and females were used in the study. For image analysis, AEC2 or MLE 12 cells were randomly selected for quantification.                                                                                                                                                                                                                                                                                                                                                                                   |
| Blinding        | The genotyping and experimental conditions, such as bleomycin treatment, of the animals was known to the investigators. The blinding to the experimental conditions is difficult since bleomycin treatment frequently leads to wasting and respiratory distress of the mice, particularly in the knockout mice. For image analysis, such as quantification of the metrics related to mitochondrial morphology, blinding to the condition was attempted as possible to ensure unbiased observations.                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

1. For AEC2 isolation through MACS separation: CD45 microbeads (Catalog 130-052-301, Miltenyi Biotec), biotin-conjugated anti-EpCAM antibody (Catalog 13-5791-82, eBioscience), biotin-conjugated anti-EpCAM (1:50; eBioscience), FITC-conjugated anti-biotin antibody (1:10; catalog 130-098-796, Miltenyi Biotec)

2. Immunofluorescent staining of AEC2 cells: SP-C (1: 1000 in blocking buffer, EMD Millipore ABC99), Alexa Fluor-488-conjugated secondary antibody (Thermo Fisher)

3. Immunoblots: mouse MFN1 (1:1000, Antibodies Incorporated 75-162), human MFN1 (1:1000, Proteintech 13798-1-AP), MFN2 (1:1000, Cell Signaling Technology 9482), OPA1 (1:1000, GeneTex GTX48589), DRP1 (1:500, BD Bioscience 611112), FASN (1:1000, Cell Signaling Technology 3180), TIM23 (1:1000, BD Bioscience 611223) and beta-Actin (1:5000, Sigma-Aldrich A2228). The horseradish peroxidase (HRP)-conjugated secondary antibodies, anti-rabbit IgG (1:5000, Santa Cruz sc-2004; GeneTex 213110) and anti-mouse IgG (Santa Cruz sc-2005; BioLegend 405306; both 1:5000).

4. Immunohistochemistry (IHC) staining: vimentin (1:100, Cell Signaling Technology, 5741), alpha-smooth muscle actin (1:640, Cell Signaling Technology, 19245), and collagen III (1:1000, Abcam, ab7778)

5. Immunofluorescent staining: SP-C (1:1000, EMD Millipore ABC99), podoplanin (1:100, R&D Systems AF3244), and Ki-67 (1:500, Abcam ab15580); secondary antibodies against goat IgG (linked to Alexa Fluor-488) or rabbit IgG (linked to Alexa Fluor-488 or Alexa Fluor-568) (1:500, Thermo Fisher), ER-TR7 was conjugated with Alexa Fluor-647 (1:50, Santa Cruz sc-73355 AF647)

#### Validation

1. For AEC2 isolation through MACS separation: Exp Lung Res 38, 363-373, doi:10.3109/01902148.2012.713077 (2012)

2. For antibodies used for immunoblots, IHC staining, or immunofluorescent staining, the antibodies are validated in the immunoblots reported in this study, in the previous paper (Nature Medicine volume 22, pages 1285–1293 (2016)), or in manufacturers' websites.

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s) MLE 12 and A549 cells were obtained from ATCC.

Authentication No specific authentication was used.

Mycoplasma contamination The cell lines have been tested for mycoplasma infection.

Commonly misidentified lines (See [ICLAC](#) register) No commonly misidentified cell lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals Mfn1lox/lox (stock 029901-UCD) and Mfn2lox/lox (stock 029902-UCD) mice were both generated by David C Chan, and were purchased from Mutant Mouse Resource & Research Centers (MMRRC). SftpcCreERT2/+ mice were shared from Dr. Brigid Hogan. Fasnlox/lox mice were kindly provided by Dr. Clay F Semenkovich, Washington University School of Medicine. ROSA26tdTomato/+ mice (stock 007914) and PolgA(D257A/D257A) (stock 017341) were purchased from the Jackson Laboratory

Wild animals No wild animals were used in the experiments.

Field-collected samples No field-collected samples were used in this study.

Ethics oversight All animal experiments and procedures were approved by the Institutional Animal Care and Use Committee at Weill Cornell Medicine

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation All samples are whole lung single cell suspensions, with or without CD45 negative selection and EpCAM positive selection. In brief, whole lung cell suspension was obtained after dispase digestion, followed by homogenization. DAPI was added for cell viability detection during flow cytometric sorting. Please refer to Online methods for details.

Instrument Flow cytometric analysis was performed using a LSRFortessa cell analyzer, while flow cytometric cell sorting was performed by an Influx cell sorter (BD Biosciences).

|                           |                                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | FlowJo analytical software (version 10) was used to analyze flow cytometric data.                                                                                                                                                                                                                                                                   |
| Cell population abundance | The cell population abundance depends on the samples for cell cytometric analyses. For CD45(-)EpCAM(+) population, around 94% of the cells are SP-C (+) AEC2 cells. For whole lung cell suspensions, 5%-15% of cells are positive for tdTomato fluorescence, depending on bleomycin treatment or not.                                               |
| Gating strategy           | For all the flow cytometric experiments, FSC and SSC, followed by pulse width gating, were used to set the gate of single cells. For flow cytometric sorting, DAPI staining was used to exclude dead cells, followed by tdTomato gate to capture labeled AEC2 cells. The gating strategies were reported together with each flow cytometric result. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

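RNA-seq data of AEC2 cells from 30 mouse libraries in 8 groups were used. Of these, 24 were of sorted tdTomato-positive cells, 4 per group, from control, *Mfn1*-deficient and *Mfn2*-deficient mice, 5 days after PBS or bleomycin. The other 6 were of MACS-isolated cells of the *Mfn1/2* deletion and its control, 3 per group, without instillation. The authors aligned the reads to mm9 with TopHat and estimated abundance with Cufflinks, and the deposited values are FPKM per RefSeq gene on a linear scale, which were analysed as log2(FPKM + 1). The table holds 20793 genes, of which 1286 are at 0 in all libraries and 19507 were tested, and 331 entries repeat a gene name and were kept apart by their position. Cufflinks marked 103 values in 25 genes as failed, all at 0, and 6240 as low data, and these were kept. Positions are 1-based in mm9.

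Reads and counts were not used here. Depth was estimated from FPKM and transcript lengths over 5690 genes with transcripts of 1000 to 6000 bases. It was 26.6 to 37.3 M fragments per library (M for 1e6), with a median of 31.2 M over all libraries and group medians of 28.0 to 32.8 M. FPKM is the number of fragments per 1000 bases and per M fragments, so values under 1 FPKM rest on few fragments.

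One linear model with a mean per group was fitted to all libraries with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation without a trend and Benjamini-Hochberg adjustment over the tested genes. The comparisons were bleomycin against PBS in each genotype, each deletion against control after PBS and after bleomycin, the *Mfn1/2* deletion against its control, the interactions of each deletion with bleomycin, and the response to the *Mfn1/2* deletion minus the response to bleomycin in controls. Bleomycin comparisons were called with an adjusted p under 0.001 and a fold change over 1.2. The paper gives these thresholds for control cells, and they were applied here to the deletions too. The others were called with an adjusted p under 0.05, the threshold the paper gives for deletions against control. Every adjusted p of a gene comes from this limma fit, and each named gene was also tested with an exact two-sided permutation test of the groups compared. Genes were named by a rule set before the data were examined, which takes every gene the paper names for its RNA-seq results, the members of hand-written lists of up to 15 genes, and the 3 largest rises and falls of each comparison.

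Gene lists were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, adjusted over all lists and comparisons. Common genes of comparisons with shared controls were compared with simulations of unchanged groups against the shared libraries. Figures were drawn with Matplotlib 3.10.9 in Python 3.11.15.

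The alternatives tried were pseudocounts of 0.1 and 0.01, genes with a mean of at least 1 FPKM, every gene of the table, fits of only the groups compared or of the 24 sorted libraries, a variance trend with robust estimation, median scaling, quantile normalization, sample weights, lane as a covariate, the replicate number as a block, other thresholds, and leaving out each library in turn. The procedure was tested on simulated data. Of genes changed 2-fold, 82.1% were recovered for bleomycin in controls, 97.0% for the *Mfn1* deletion after bleomycin and 91.0% for the *Mfn1/2* deletion. Of genes changed 1.5-fold it was 67.2%, 85.1% and 71.6%. Among the unchanged genes of these simulations, 0, 11 and 4 were called. With no gene changed, no comparison called a gene except the *Mfn1/2* deletion, which called 1.

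GO and KEGG categories and the clusterProfiler analysis of the paper were not analysed here, since the databases were not used here. Counts, splicing and the excised exons were not analysed here either. The result of 1 gene is not reported here.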

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

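The tests of explanations below were all chosen after the results were seen, and the split counts were planned before.

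Within groups of 4 libraries, a library was singled out when its gap to the nearest other library took up most of the group's range (Dixon test at 1 in 20). Of 230 groups of values tested this way, 10 held such a library, and chance gives 11.5. *Bcl2l1* was lowest in control bleomycin library 802 (83.4 FPKM against 104 to 107 in the others, a share of 0.873), as was *Chac1* (2.63 FPKM against 3.48 to 3.54, 0.936). In control PBS library 804, *Atf4* was lowest (88.7 FPKM against 116 to 119, 0.903) and *Mki67* highest (4.95 FPKM against 1.76 to 2.08, 0.855). *Psph* was highest in control PBS library 810 (5.36 FPKM against 4.37 to 4.50, 0.858) and lowest in *Mfn1* deletion bleomycin library 822 (5.74 FPKM against 8.58 to 9.00, 0.891). *Atf6* was highest in *Mfn1* deletion bleomycin library 814 (13.8 FPKM against 12.5 to 12.6, 0.897). *Mki67* was lowest in *Mfn2* deletion PBS library 832 (0.454 FPKM against 1.65 to 1.95, 0.847) and highest in *Mfn2* deletion bleomycin library 837 (2.36 FPKM against 1.39 to 1.52, 0.841). The number of genes at 0 FPKM was lowest in *Mfn1* deletion PBS library 823, with a share of 0.901. No library was singled out more than 2 times, and no biological explanation was tested for single libraries.

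The effect of the *Mfn2* deletion differed between PBS and bleomycin for 10 genes by the interaction term. *Mthfd2* rose by 3.49 on the log2 scale after PBS and by 2.56 after bleomycin, a difference of −0.93 (adjusted p = 0.0411). The difference was −0.63 for *Matn4*, −0.49 for *Cars*, −0.42 for *Klhl21*, 0.34 for *Frem2* and 0.35 for *Ogdhl*. It was 0.45 for *Slc7a11*, 0.55 for *Tmeff1*, 0.99 for *Tex12* and 1.36 for *Serpind1*. The genes not named by the paper were chosen after their values were seen. Of 100 regroupings of the 16 libraries, 4 gave as many genes, and 1 regrouping gave 2057. Within the control and *Mfn2* genotypes the lanes of the 2 treatments match, so lane as a covariate leaves these differences as they are, which argues against lane as their cause. That fit called 0 of them, from its other error estimates alone. A biological explanation was not tested. Each fit without 1 library called 0 to 22 genes, the most without *Mfn2* deletion bleomycin library 831. For the *Mfn1* deletion no gene had a called interaction. All 100 regroupings must then give as many, so their count decides nothing. Without *Mfn1* deletion bleomycin library 814, 14 genes had a called interaction.

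The paper's main text does not discuss ribosomal protein genes, although its supplementary tables list translation among the enriched categories. Of 83 cytosolic ribosomal protein genes, 67 were called higher in the *Mfn2* deletion after PBS, with a median log2 change of 0.32 (camera adjusted p = 4.37e-27, and 0.228 with the estimated correlation). After bleomycin it was 73, with a median of 0.46 (camera adjusted p = 1.09e-49, and 0.0833 with the estimated correlation). In the *Mfn1/2* deletion it was 76, with a median of 0.56 (camera adjusted p = 6.14e-69, and 0.0363 with the estimated correlation). Median scaling and quantile normalization keep this direction. Short transcripts rose more than long ones in several comparisons, but in each of these 3 the list lay at the 100th percentile of lists matched on length and expression, which argues against transcript length as the whole cause. Lane stays open after PBS, where the median with lane as a covariate was −0.00591. After bleomycin it was 0.14, which argues against lane as the whole cause there. In the *Mfn1/2* deletion, genotype and lane cannot be told apart, since its libraries were alone on lane 4. In the sorted libraries, lane 3, that of the controls of the *Mfn1/2* deletion, came with a median coefficient of 0.35 for these genes. A response of translation to the loss of *Mfn2* remains a hypothesis.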

How the results depend on the processing

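The alternatives were set before the data were examined, and only treating FPKM with the status FAIL as missing was added after. Of 449 results for single genes, 302 kept their direction and call in every setting run for them and 147 changed in some, 9 of these only without 1 library. Of 374 results for gene lists, 148 kept theirs and 226 changed in some. Except where a cause is named, the cause was not tested.

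With lane in the model on the 24 sorted libraries, 18 and 161 genes were called in the *Mfn1* and *Mfn2* deletions after PBS, 10 and 160 after bleomycin, and 0 for the interaction of the *Mfn2* deletion. Common genes fell to 9 after PBS and 4 after bleomycin. Larger standard errors account for part of this, as only libraries 813, 831 and 832 link the lanes. For single genes the lane term took away 64 calls and turned 5 changes that were called without lane. These were *Nme4* in the *Mfn2* deletion after bleomycin (−0.26), *Acaca* in the *Mfn2* deletion after PBS (0.12) and after bleomycin (0.30) and in the *Mfn1* deletion after bleomycin (0.10), and *Acly* in the *Mfn2* deletion after PBS (0.00661). It also turned the medians of lists. Among lists called with lane, those in the *Mfn1* deletion after PBS were oxidative phosphorylation (−0.12) and mitochondrial ribosomal proteins (−0.0807). After bleomycin they were fatty acid oxidation (−0.12), oxidative phosphorylation (−0.0794), cytosolic ribosomal proteins (−0.10) and mitochondrial ribosomal proteins (−0.0495). In *Mfn2*-deficient cells they were cholesterol synthesis after PBS (0.36) and oxidative phosphorylation after bleomycin (−0.11). Other medians changed sign in lists not called with lane. For the *Mfn2* deletion they include oxidative phosphorylation (−0.0790), fatty acid synthesis (0.00661) and cytosolic ribosomal proteins (−0.00591) after PBS, and cholesterol synthesis after bleomycin (0.0282).

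In fits of only the groups compared, which use fewer libraries, bleomycin gave 2028 called genes in controls, 1898 in the *Mfn1* deletion and 1277 in the *Mfn2* deletion. The *Mfn1* deletion gave 45 after PBS and 244 after bleomycin, and the *Mfn2* deletion 1543 after PBS. The interactions gave 2 for *Mfn1* and 4 for *Mfn2*. Common genes were 15 after PBS and 91 after bleomycin, and 252 between the *Mfn1/2* deletion and bleomycin.

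Sample weights from limma gave 335 and 192 genes in the *Mfn1* deletion after PBS and bleomycin, 1 for its interaction, and 3958 in the *Mfn1/2* deletion. Common genes were 168 after PBS, 78 after bleomycin and 1017 between the *Mfn1/2* deletion and bleomycin. With an adjusted p under 0.05 and no minimum fold change, bleomycin gave 7734, 9204 and 7966 genes in the control, *Mfn1* and *Mfn2* genotypes, and 1144 genes in common with the *Mfn1/2* deletion, as a looser threshold must. A pseudocount of 0.01 gave 304 genes in the *Mfn1* deletion after bleomycin, 146 common genes and 6 interactions of *Mfn1*. A pseudocount of 0.1 gave 1 and 6 interactions of *Mfn1* and *Mfn2*. The interaction of *Mfn1* gave 1 gene among genes with a mean of at least 1 FPKM, and that of *Mfn2* gave 1 in a fit of the 24 sorted libraries and 6 with a variance trend. Camera with the estimated correlation called 42 list tests.

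Median scaling called 3813 genes in the *Mfn2* deletion after PBS, and quantile normalization 2 and 22 interactions. Both scalings moved the share of higher genes, as median scaling and quantile normalization remove a shift common to all genes. In the bleomycin comparison it went from 80.2% to 52.6% and 47.4% in the *Mfn1* deletion, where the median change of all genes was 0.16. In the *Mfn2* deletion it went from 70.6% to 56.7% and 50.9%. For the difference between the *Mfn1/2* deletion and bleomycin it went from 26.4% to 64.6% and 54.1%. *Sftpc* in the *Mfn1/2* deletion turned to −0.16 with quantile normalization, and the median of macrophage markers there fell to −1.26 with a pseudocount of 0.01, which weighs genes near 0 FPKM more.

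Fits that each left out 1 library gave 2916 to 3338 genes for bleomycin in controls, 3613 to 4207 in the *Mfn1* deletion and 2554 to 3096 in the *Mfn2* deletion. For the *Mfn1* deletion they gave 83 to 207 after PBS (lowest without control library 804) and 206 to 869 after bleomycin (lowest without control library 808, highest without deletion library 814). For the *Mfn2* deletion it was 1739 to 2270 and 1516 to 2117, for the interactions 0 to 14 (*Mfn1*, highest without deletion bleomycin library 814) and 0 to 22 (*Mfn2*, highest without deletion bleomycin library 831). The *Mfn1/2* deletion gave 1659 to 2199 and its difference from bleomycin 4804 to 5821. Common genes were 40 to 101 after PBS (lowest without control library 804), 95 to 304 after bleomycin (lowest without control library 808) and 387 to 571 between the *Mfn1/2* deletion and bleomycin (lowest without control library 3), and called list tests 173 to 188. Without *Mfn1* deletion library 813, the cytosolic ribosomal proteins turned from lower to higher in the *Mfn1* deletion after PBS, where the median of the fits that each left out 1 library ranged from −0.0620 to 0.0284.

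For single genes the other changes in call were 45 lost and 10 gained in fits of the groups compared, 19 and 8 with quantile normalization, 13 and 8 with median scaling, and 13 and 12 with sample weights. A pseudocount of 0.01 lost 16, and a mean of at least 1 FPKM gained 10, as fewer genes are then tested. A replicate block, which is a paired fit by replicate number, called 2417 genes for the *Mfn1/2* deletion against control at baseline and changed none of 66 gene results. The numbers do not pair the libraries, as the residuals of libraries with the same number correlated with r = −0.0374, −0.00404 and −0.123. Lists were not run in fits of only the groups compared or with FAIL values missing.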

Differences from the paper's values

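After bleomycin, the paper gives 752 genes changed in the *Mfn1* deletion, and 484 were called here. Of the alternatives set before the data were examined, the empirical Bayes step with a variance trend and robust estimation came within 1.5 times the paper's count (512 genes), as did the fit without *Mfn1* deletion library 814 (869 genes), and none of the others did. The counts of the other comparisons, the log2 fold changes of the supplementary tables and the folds shown in Fig. 1d and Fig. 6f did not differ by these criteria. The supplementary tables were held here only in part.

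Some genes fell on different sides of the threshold. The supplement calls *Cckar* and *Rerg* in the *Mfn1* deletion after PBS, where the adjusted p here was 0.0602 and 0.0554, and *Cox6a1* in the *Mfn1* deletion after bleomycin, where it was 0.0626. No alternative was run for these 3. It calls *Me1* in the *Mfn2* deletion after PBS (adjusted p = 0.0571 here), which was called here among genes with a mean of at least 1 FPKM (0.0380), with sample weights (0.0128) and without *Mfn2* deletion library 845 (0.0205). It also calls *Me1* in the *Mfn1* deletion after bleomycin (adjusted p = 0.0520 here). The mean of at least 1 FPKM (0.0432), the variance trend (0.0454), median scaling (0.0479) and quantile normalization (0.0498) called it here. In *Mfn2*-deficient cells after bleomycin it calls *Acss2* (adjusted p = 0.0532 here) and *Acsl4* (adjusted p = 0.0625 here). The mean of at least 1 FPKM called both here (0.0319 and 0.0428). *Acss2* was also called with the variance trend (0.0442), with median scaling (0.0463) and without control library 801, control library 802 or deletion library 831. *Acsl4* was called without deletion library 837 (0.0376). *Lgals3* (adjusted p = 0.0348) and *Cars* (adjusted p = 0.0305) were called here in the *Mfn1* deletion after bleomycin and are above the threshold in the supplement.

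The paper states that *Sftpb* falls after bleomycin in control, *Mfn1*-deficient and *Mfn2*-deficient cells. Here its log2 change of −0.16, −0.14 and −0.18 was not called at the thresholds for bleomycin, and only the last was called with an adjusted p under 0.05 and no minimum fold change (adjusted p = 0.0229).

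The paper states that genes of purine metabolism, among them nucleoside diphosphate kinases, adenylate kinases, *Pnpt1* and adenosine monophosphate deaminases, are higher in both deletions after bleomycin. None of these had a called member in the *Mfn1* deletion here, and no setting called one of them higher there. Without deletion library 829, *Nme6* was called lower. Together with *Pnp*, as a list, they were called higher in that deletion by fry (adjusted p = 0.0164) and with median scaling. For the *Mfn2* deletion *Nme1* had an adjusted p = 0.0579 and was called among genes with a mean of at least 1 FPKM (0.0407), in a fit of the groups compared (0.0190) and without deletion library 842 (0.0441).

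The paper states that genes of de novo purine synthesis rise in cells without *Mfn1*, *Mfn2* or both. Here 0, 1 and 2 of 11 were called higher in the *Mfn1* deletion after bleomycin, the *Mfn2* deletion after bleomycin and the *Mfn1/2* deletion. In the last, *Pfas* (log2 change 0.23) was also called with median scaling (0.0127), quantile normalization (0.00114), sample weights (0.00563) and without control library 3 (0.0142). The list of the *Mfn1/2* deletion was called by camera without deletion library 3.

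The paper states that purine metabolism is enriched in the *Mfn1/2* deletion compared with bleomycin. The difference of responses here had a median log2 value of −0.08 over 148 genes, with a camera adjusted p = 0.493, and no setting called that list. Fry called the kinases and related enzymes (adjusted p = 0.00941) and the genes of de novo synthesis (adjusted p = 0.00447) lower. It does not compare a list with other genes, and all genes with a mean of at least 1 FPKM shifted by a median of −0.125 here. Median scaling turned the medians of the 148 genes and of the kinases above 0, so a fall of these lists is not shown. A direct contrast of the libraries was not analysed here. The genes of Fig. 6c were called higher in that difference without control library 2 of the *Mfn1/2* experiment and without control PBS library 804.

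The paper states that genes of fatty acid synthesis fall in both deletions after bleomycin. In *Mfn1*-deficient cells *Acaca* was the only called gene here. *Fasn* (adjusted p = 0.0764) was called there with quantile normalization (0.0348), and *Acly* (adjusted p = 0.0619) without control library 801 (0.0304). Of fatty acid transport and activation, *Slc27a4* was called there without deletion library 814 (0.0291) and *Acsl5* without deletion library 829 (0.0472). The settings that call *Me1* are given above.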

Other observations

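Apart from the split and regrouping counts, which were planned before, every test of an explanation in this part was chosen after the result it concerns was seen.

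Regrouping the libraries at random or exhaustively gave counts for each comparison. As many called genes as with the real groups came from 1 of 35 splits for bleomycin in controls, 1 of 35 and 1 of 35 for bleomycin in the *Mfn1* and *Mfn2* deletions, 1 of 35 and 1 of 35 for the deletions after PBS and 1 of 35 and 1 of 35 after bleomycin, the real split included each time. For the *Mfn1/2* deletion it was 1 of 10, and 3 libraries against 3 cannot give a smaller share. For common genes it was 1 of 100 after PBS, 2 of 100 after bleomycin and 1 of 100 between the *Mfn1/2* deletion and bleomycin, but regrouped libraries mostly call few genes, so these 3 shares do not test the overlaps themselves. It was 1 of 100 for the difference of their responses, where 1 regrouping gave 4565 genes, and 1 of 100 for the list tests. The regroupings for the list tests mixed PBS with bleomycin libraries, so their share does not test those calls either. Bleomycin called 4218 genes in the *Mfn1* deletion (3383 higher) and 3155 in the *Mfn2* deletion (2229 higher), comparisons for which the paper's main text gives no counts.

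Called genes were concentrated around *Mfn2* in the *Mfn2* deletion. Within 20 Mb of the gene, 98 of 297 genes (33.0%) were called after PBS, against 17.8% elsewhere (Fisher exact test, adjusted p = 7.38e-09). The share was 29.3% after bleomycin and 26.9% in the *Mfn1/2* deletion, and 0.337% in the *Mfn1* deletion after PBS. Among genes more than 5 Mb away it was 33.0% (77 of 233), which argues against an effect of the deletion on its immediate neighbours. A candidate explanation is strain variants carried along with the targeted allele, which predicts such an excess over the whole window and in both experiments with that allele. No genotypes of the mice were used here. Around *Mfn1*, 3 of 83 genes (3.61%) were called in the *Mfn1* deletion after PBS against 1.25% elsewhere, and with so few genes (adjusted p = 0.170, Fisher exact test) an excess from strain variants and none cannot be told apart.

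Of 140 genes of the MHC region (chromosome 17, 33 to 38 Mb), 10 were called in the *Mfn1* deletion after PBS (Fisher exact test, adjusted p = 4.00e-05), 9 of them higher, and all 10 moved the same way after bleomycin. After bleomycin 25 were called, 21 higher and 4 lower. Strain variants at the MHC and regulation by the deletion cannot be told apart without genotypes, as the same mice carry both. After PBS, 20 interferon-induced genes outside the MHC had log2 changes of −0.17 to 0.36, with a median of 0.00453 and 0 called. This argues against interferon as the main cause of the change there, although a small response cannot be excluded. After bleomycin their median was 0.44, with 3 of the 20 called higher, so an interferon response may add to the change there.

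MACS libraries differed from sorted libraries of control mice beyond the genes of interest, although mouse line, isolation and treatment differ together. *Sftpc* was 3733 to 4463 FPKM in the MACS libraries, a log2 difference of −4.46 between the control groups. The other 11 AEC2 markers differed by a median of −0.47, which argues against a lower share of AEC2 cells as the whole cause, although a lower share in part stays open since all of them were lower. All genes with a mean of at least 1 FPKM differed by a median of 0.0844, which argues against a few genes taking most of the FPKM. The mouse line, with both *Sftpc* alleles targeted, and the isolation cannot be told apart, since each MACS library has both. All 9 club cell markers were higher in the MACS controls, by a median of 3.56, with *Scgb1a1* at 235667 against 21906 FPKM. All 16 ciliated cell markers were higher by a median of 3.32, with *Tppp3* at 614 against 127 FPKM. Club and ciliated cells among the MACS-isolated cells may account for this. Macrophage markers differed by a median of −1.20 and leukocyte markers by −2.41.

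In the *Mfn1/2* deletion, 9 of 10 AEC1 markers were called lower, with a median log2 change of −1.43 (camera adjusted p = 4.32e-07, and 0.151 with the estimated correlation). Of the control libraries, library 2 had the lowest value for 9 of the 10 markers, and the deletion libraries all lay below it for 5. The markers thus vary together between libraries of the same genotype, as they would if the share of AEC1 cells among the isolated cells varied, which may account for the difference between the groups. For *Pdpn* it may not be the whole cause. *Pdpn* lies within 20 Mb of *Mfn2* and was also lower in the sorted *Mfn2* deletion. There it was 0.692 to 1.34 FPKM after PBS (controls 2.05 to 4.01) and 0.876 to 3.39 after bleomycin (controls 7.10 to 16.8).

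Bleomycin libraries had fewer genes at 0 FPKM than PBS libraries, 3269.8 ± 131 against 5027 ± 139.8 in controls, 3131 against 5121 in the *Mfn1* deletion and 3106 against 5026 in the *Mfn2* deletion (exact permutation p = 0.0286 each, n = 4). Depth did not differ between the control groups (exact permutation p = 0.743), and within lane 1 the difference was −1757 genes, which argue against depth and lane. In the *Mfn1* deletion the bleomycin libraries were deeper (exact permutation p = 0.0286). Of olfactory receptor genes 10.4% were above 0 after bleomycin in controls against 2.02% after PBS, and of vomeronasal receptor genes 12.2% against 4.85%. Background reads in genes silent in lung may therefore account for it, from DNA or unspliced RNA for example. Of 2046 genes at 0 in all PBS controls and above 0 in a bleomycin control, 1 had a mean of at least 1 FPKM, so the genes called at that level are little touched.

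Changes correlated with transcript length in the *Mfn1* deletion after bleomycin (Spearman rho −0.32), and less in the *Mfn2* deletion (−0.18) and the *Mfn1/2* deletion (−0.17), short transcripts being higher. Among lists matched on length and expression, the subunits of oxidative phosphorylation lay at percentile 100.0 in the *Mfn1* deletion, which argues against length as the whole cause, and at 96.4 in the *Mfn2* deletion, which leaves it open there. With lane as a covariate their medians were −0.0794 and −0.11, so lane may account for the rise of these genes in the single deletions.

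Lane was tested for other lists of the *Mfn2* deletion in the same way. The median of the mitochondrial unfolded protein response after PBS was 0.69 and that of the ATF4 pathway was 1.73, which argues against lane as their cause. Fatty acid synthesis after PBS went to 0.00661, so lane may account for its fall. After bleomycin it went to −0.0507, and there lane and genotype cannot be told apart, as libraries 813, 831 and 832 alone link them. Some called genes of the *Mfn2* deletion after PBS lost more than 75% of their change with lane. In the *Mfn1/2* comparison the controls, not the deletion, were on lane 3, so an effect of lane 3 would have the opposite direction there. Of those genes also called in the *Mfn1/2* deletion, 97.5% moved the same way there, which argues against an effect of lane 3 as the cause for those genes.

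Genes of the Y chromosome, chosen after their values were seen, were above 1 FPKM in 14 of the 30 libraries, 2 of 4 in each sorted group and 1 of 3 in each MACS group, so sex is balanced between the groups compared.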
